# *Arabidopsis* TRM5 encodes a nuclear-localised bifunctional tRNA guanine and inosine-N1-methyltransferase that is important for growth

**DOI:** 10.1371/journal.pone.0225064

**Published:** 2019-11-22

**Authors:** Qianqian Guo, Pei Qin Ng, Shanshan Shi, Diwen Fan, Jun Li, Jing Zhao, Hua Wang, Rakesh David, Parul Mittal, Trung Do, Ralph Bock, Ming Zhao, Wenbin Zhou, Iain Searle

## Abstract

Modified nucleosides in tRNAs are critical for protein translation. N^1^-methylguanosine-37 and N^1^-methylinosine-37 in tRNAs, both located at the 3’-adjacent to the anticodon, are formed by Trm5. Here we describe *Arabidopsis thaliana AtTRM5* (At3g56120) as a Trm5 ortholog. *Attrm5* mutant plants have overall slower growth as observed by slower leaf initiation rate, delayed flowering and reduced primary root length. In *Attrm5* mutants, mRNAs of flowering time genes are less abundant and correlated with delayed flowering. We show that *AtTRM5* complements the yeast *trm5* mutant, and *in vitro* methylates tRNA guanosine-37 to produce N^1^-methylguanosine (m^1^G). We also show *in vitro* that AtTRM5 methylates tRNA inosine-37 to produce N^1^-methylinosine (m^1^I) and in *Attrm5* mutant plants, we show a reduction of both N^1^-methylguanosine and N^1^-methylinosine. We also show that AtTRM5 is localized to the nucleus in plant cells. Proteomics data showed that photosynthetic protein abundance is affected in *Attrm5* mutant plants. Finally, we show tRNA-Ala aminoacylation is not affected in *Attrm5* mutants. However the abundance of tRNA-Ala and tRNA-Asp 5’ half cleavage products are deduced. Our findings highlight the bifunctionality of AtTRM5 and the importance of the post-transcriptional tRNA modifications m^1^G and m^1^I at tRNA position 37 in general plant growth and development.

## Introduction

RNA has over 100 different post-transcriptional modifications that have been identified in organisms across all three domains of life [1–5]. While several RNA modifications have been recently identified on mRNAs in yeast, plants, and animals, tRNAs are still thought to be the most extensively modified cellular RNAs [6–9]. These tRNA modifications are introduced at the post-transcriptional level by specific enzymes. These enzymes recognize polynucleotide substrates and modify individual nucleotide residues at highly specific sites. Some tRNA modifications have been shown to have a clear biological and molecular function [10, 11]. Several tRNA modifications around the anticodon have been demonstrated to have crucial functions in translation, for example, by enhancing decoding [12], influencing the propensity to ribosomal frameshifting or facilitating wobbling [13–15]. Modifications distal to the tRNA anticodon loop can also directly influence the tRNA recognition and/or translation process [16] or can have roles in tRNA folding and stability [1, 17]. However, the precise functions of many tRNA modifications still remain unknown despite often being conserved across species. Often, loss of a tRNA modification does not negatively impair cell growth or cell viability under standard laboratory growth conditions [18]. However, under environmental stress, such mutants display a discernible phenotype [11].

The tRNA anticodon loop position 37 is important to maintain translational fidelity, prevent frameshift errors and translational efficiency [10, 19–21], and almost all tRNAs are modified at this site. There are two prominent modifications at tRNA position 37: N^1^-methylguanosine (m^1^G37) and 1-methylinosine (m^1^I). Trm5 in humans, yeast, and *Pyrococcus abyssi* has been described as having multifunctionality [22–24]. N^1^-methylation of guanosine at position 37, m^1^G37, is performed by TrmD-type enzymes in bacteria, functionally and evolutionarily unrelated Trm5-type proteins in Archaea and Eukaryote, Trm5p in yeast *Saccharomyces cerevisiae*, and TRMT5 *in vivo* in humans [21–23, 25–27]. Trm5p complete loss of function mutants in yeast *Saccharomyces cerevisiae* are lethal whereas mutations in TRMT5 lead to multiple respiratory-chain deficiencies and a reduction in mitochondrial tRNA m^1^G37 [10, 23, 26]. In humans, TRMT5 (tRNA methyltransferase 5) catalyses the formation of m^1^G37 *in vivo* on mitochondrial tRNA^Pro^ and tRNA^Leu^ [22, 28]. N^1^-methylguanosine has been described in eukaryotic tRNAs at two positions; at position 37 catalysed by Trm5, and the other at position 9 catalysed by Trm10 [29]. In contrast to bacteria TrmD, which requires a guanosine at position 37, human TRMT5 can also recognise and methylate inosine at position 37 with some limited activity [22]. Similarly,Trm5p has also been shown to catalyse inosine to m^1^I modification in yeast in a two-step reaction, where the first adenosine-to-inosine modification was mediated by Tad1p [11, 18, 26, 30]. As m^1^G is an intermediate during the modification of guanosine to wybotusine (yW), tRNAs from *trm5* mutants were also devoid of yW [28]. The yeast Trm5p protein has been shown to be localised to the cytoplasm and mitochondria and it is thought that Trm5p protein present in the mitochondria is required to prevent unmodified tRNA affecting translational frameshifting [23, 26]. In the unicellular parasite *Trypanosome brucei*, Trm5 was located in both the nucleus and mitochondria and reducing Trm5 expression led to reduced mitochondria biogenesis and impaired growth [31]. Interestingly, Trm5 and m^1^G37 were shown to be essential for mitochondrial protein synthesis but not cytosolic translation [31].

Little is known about tRNA modifying enzymes in plants, especially the plant homolog of this bifunctional methyltransferase. Here, we report the identification and functional analysis of *AtTRM5* (At3g56120) from the model plant *Arabidopsis thaliana*. We demonstrate that *Attrm5* mutant plants are slower growing, have reduced shoot and root biomass and display late flowering. Furthermore, we demonstrate that *in vitro TRM5* is required for m^1^G37 and m^1^I37 methylation at the position 3’ to the anticodon and *in vivo* tRNAs enriched from *Attrm5* plants have reduced m^1^G and m^1^I.

## Results

### Identification of At3g56120 as a TRM5 homolog

In yeast (*Saccharomyces cerevisiae*), m^1^G37 nucleoside modification is catalysed by Trm5p/ScTrm5 [26]. We searched for *Arabidopsis thaliana* homologs by using blastp and HMMER and identified a high confidence candidate, At3g56120, with 49% similarity to ScTrm5 (S2 Fig). Alignment of At3g56120 with yeast, human, *Drosophilia*, *Pyrocococcus*, and *Methanococcus* Trm5 homologs identified three conserved motifs and catalytically required amino acids (R166, D192, E206) present in At3g56120 (S2 Fig). We subsequently will refer to At3g56120 as AtTRM5. In the *Arabidopsis* genome, AtTrm5 has homology to At4g27340 and At4g04670 and both genes were recently named as TRM5B and TRM5C, respectively (S2 Fig and [32]). We have also identified TRM5 homologs in algae, bryophytes and vascular plants (Fig 1A and S1 Fig). We focussed our experiments on *Arabidopsis* At3g56120/AtTRM5 as the protein had the highest amino acid similarity to yeast ScTrm5.

**Fig 1:**
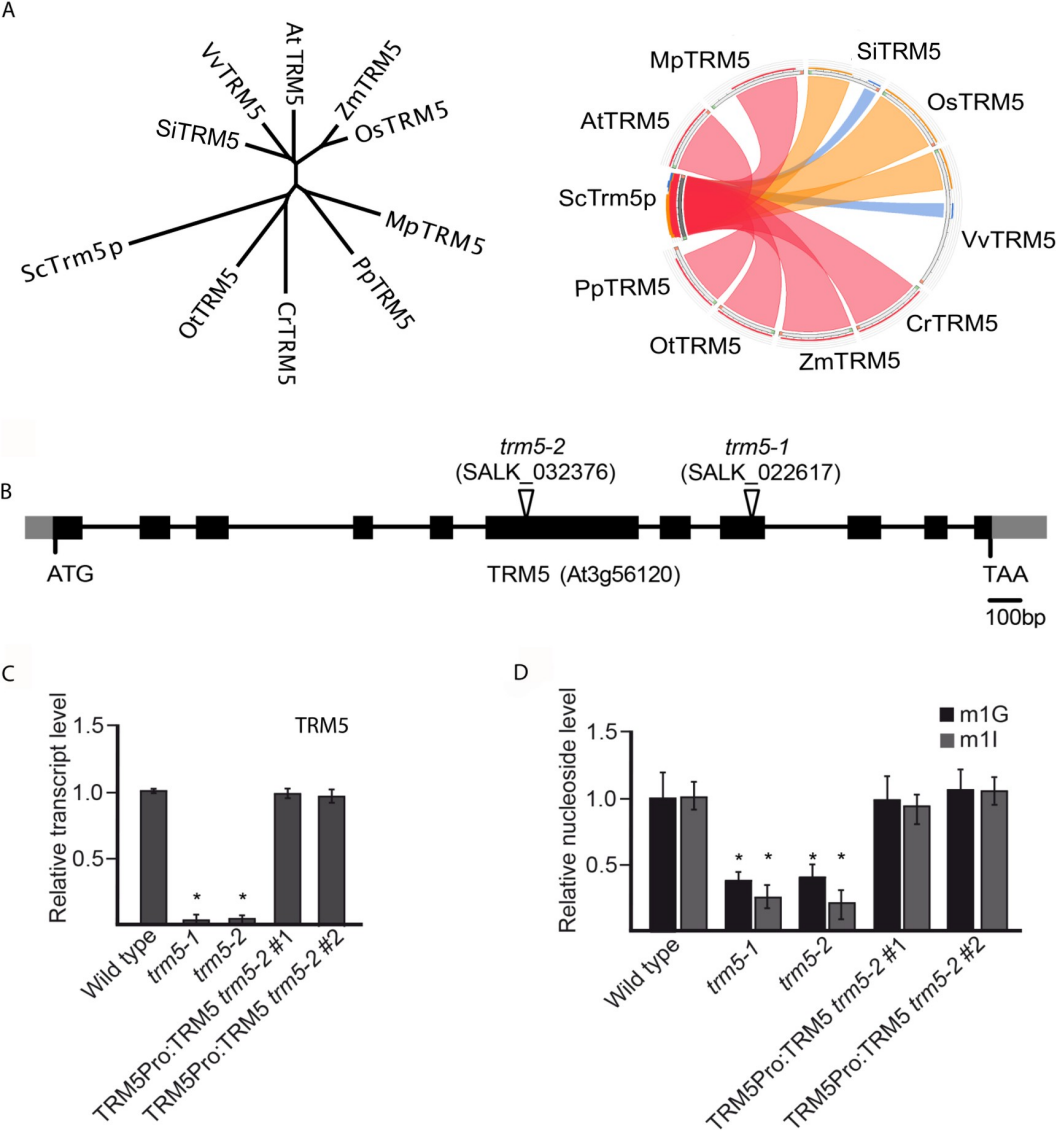
TRM5 is conserved in plants and has dual-functionality in modifying RNA bases. (**A**) Unrooted phylogenetic tree and sequence conservation Circos plot of putative TRM5 proteins from yeast (Sc), tomato (Sl), grape (Vv), *Arabidopsis* (At), maize (Zm), rice (Os), *Marchantia* (Mp), *Physcomitrella* (Pp), *Chlamydomonas* (Cr), and *Ostreococcus* (Ot). The ribbons were coloured based on sequence identity, with blue < = 25%, green 25–50%, orange 51–75% and red for 76–99%. (**B**) Exon-intron structure of the putative TRM5 locus (At3g56120) showing the T-DNA insertion sites of the *trm5-1* and *trm5-2* alleles (as indicated by the open triangles). Black boxes and grey boxes represent coding regions and untranslated regions, respectively. (**C**) Relative transcript level detected by qPCR in wild type, *trm5-1* or *trm5-2* seedlings. (**D**) Relative nucleoside level of modification m^1^G and m^1^I detected by HPLC/MS in wild type, *trm5-1* or *trm5-2* seedlings.

To functionally characterize AtTRM5 we isolated two T-DNA insertions, SALK_022617 and SALK_032376, and identified homozygous mutant plants for each insertion (Fig 1B). SALK_022617 and SALK_032376 were named *trm5-1* and *trm5-2*, respectively. Next, we measured AtTRM5 mRNA abundance in both mutants and detected almost no transcripts in both mutants (Fig 1C). We generated a genomic construct of AtTRM5 that contained the endogenous promoter, coding region, and UTRs, transformed the construct into *trm5-2* and demonstrated that the AtTRM5 mRNA levels were similar in two complemented lines when compared to wild type plants. Subsequently, the extracted tRNAs from wild type and the *trm5* mutants were purified, digested and modified nucleosides measured by mass spectrometry (Fig 1D). In both *trm5* mutant alleles, nucleoside m^1^G levels were reduced to about 30% of the wild type and m^1^G levels were restored to wild type levels in both complemented lines (Fig 1D). Nucleoside m^1^G is present at tRNA positions 9 and 37 [26], therefore the residual m^1^G levels in *trm5* mutants may be the result of tRNA m^1^G at position 9. In saying this, we cannot exclude an alternative explanation that the residual m^1^G levels in *trm5* plants are the result of activity of either TRM5B or TRM5C.

In yeast, Trm5 has also been reported to also catalyse m^1^I on tRNAs [11, 26]. We therefore measured m^1^I levels in purified tRNAs from both *Arabidopsis trm5* mutants and wild type control plants. In both *trm5-1* and *trm5-2* mutant alleles, nucleoside m^1^I levels were reduced to about 10% of wild type levels and were restored to wild type levels in plants of both complemented lines (Fig 1D). It is possible that the residual m^1^I in *trm5* plants may be m^1^I at position 57 [4, 33, 34]. In summary, we identified At3g56120 as a TRM5 homolog in *Arabidopsis thaliana*, identified two AtTRM5 mutant alleles, *trm5-1* and *trm5-2*, and both mutants showed a significant reduction in m^1^G and m^1^I.

### AtTRM5 is involved in leaf and root development and flowering time regulation

Before undertaking growth measurements, we grew wild-type Columbia, *trm5-1*, two complemented lines, and two overexpression lines together under long-day conditions, harvested and dried the seeds to minimise any maternal or environmental effects. To observe the early growth stages of seedlings, we grew the six lines (wild type, *trm5-1*, two complemented lines and two overexpression lines) on plates for 10 days (Fig 2A). The *trm5-1* seedlings were noticeably smaller than the wild type. In contrast, no clear differences were evident between wild type, the complemented and overexpression lines. To rule out the possibility that the reduced growth in *trm5-1* seedlings was due to slower germination, we measured the germination of *trm5-1* and wild type and no difference was observed (S3 Fig). Reduced growth of *trm5-1* roots was also evident on plate-grown plants (Fig 2B). Interestingly, *trm5-1* primary, lateral and total (primary + lateral) root lengths were reduced in *trm5-1* when compared to wild-type plants (S4 Fig). We also measured the lateral root number and found that *trm5-1* plants had reduced numbers when compared to the wild type (S4 Fig). In contrast, no differences in the root growth were evident upon comparison of the wild type and the complemented lines. In *TRM5* overexpression lines, primary and lateral root lengths were slightly longer than in the wild type (Fig 2B and S4 Fig).

**Fig 2:**
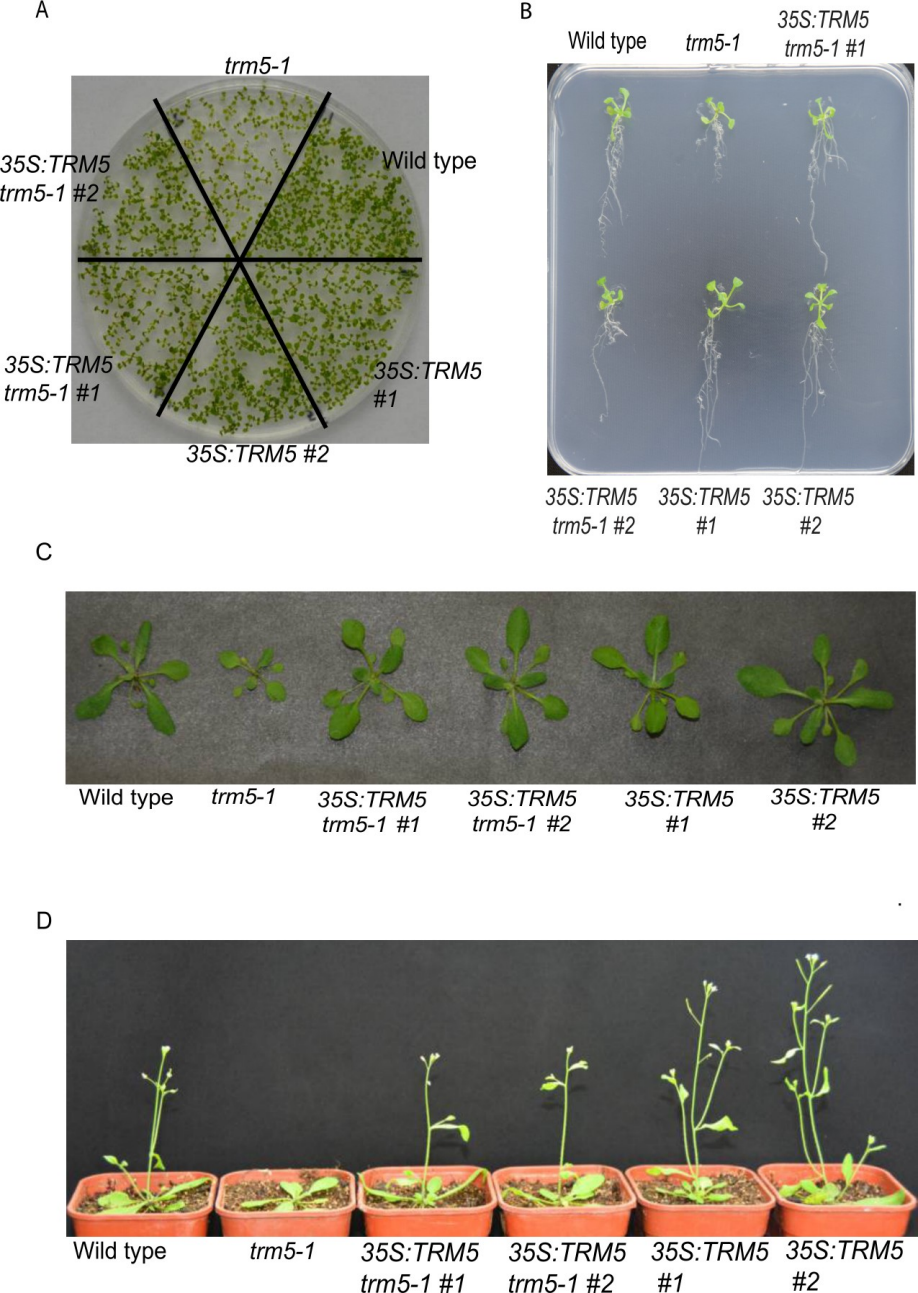
Phenotype analysis of *trm5*, complemented lines (35S:TRM5 *trm5-1*) and TRM5 overexpression lines (35S:TRM5). (**A**) Seedlings were sown on ½ MS media plates and grown for 7 days and photographed. (**B**) Seedlings of wild type, *trm5*, complemented lines (35S:TRM5 *trm5-1*), TRM5 overexpression lines (35S:TRM5) were vertically grown on ½ MS medium for 10 days and then photographed. (**C**) Plants were grown on soil under long day photoperiods and photographed 15 days after germination. (**D**) Wild type, *trm5-1*, two complementing (35S:TRM5 *trm5-1*) and two overexpressing lines (35S:TRM5) were grown under long days and representative plants photographed at flowering.

At inflorescence emergence in wild-type plants grown under long days, we observed reduced rosette leaf numbers, smaller leaves and reduced fresh weight in *trm5-1* plants (Fig 2C and 2D; S3 Fig). Sectioning of the shoot apical meristems of wild type and *trm5-1* plants at wild-type floral transition, confirmed that *trm5* plants were later flowering (S3 Fig). We measured the flowering time of wild type, *trm5-1*, complemented, and overexpression lines under both short and long days and observed that mutants produced more rosette leaves and flowered later than the wild type (Fig 3A; S3 Fig). Plants overexpressing TRM5 flowered slightly earlier than wild type under both long and short-day conditions (Fig 2D; S3 Fig).

**Fig 3:**
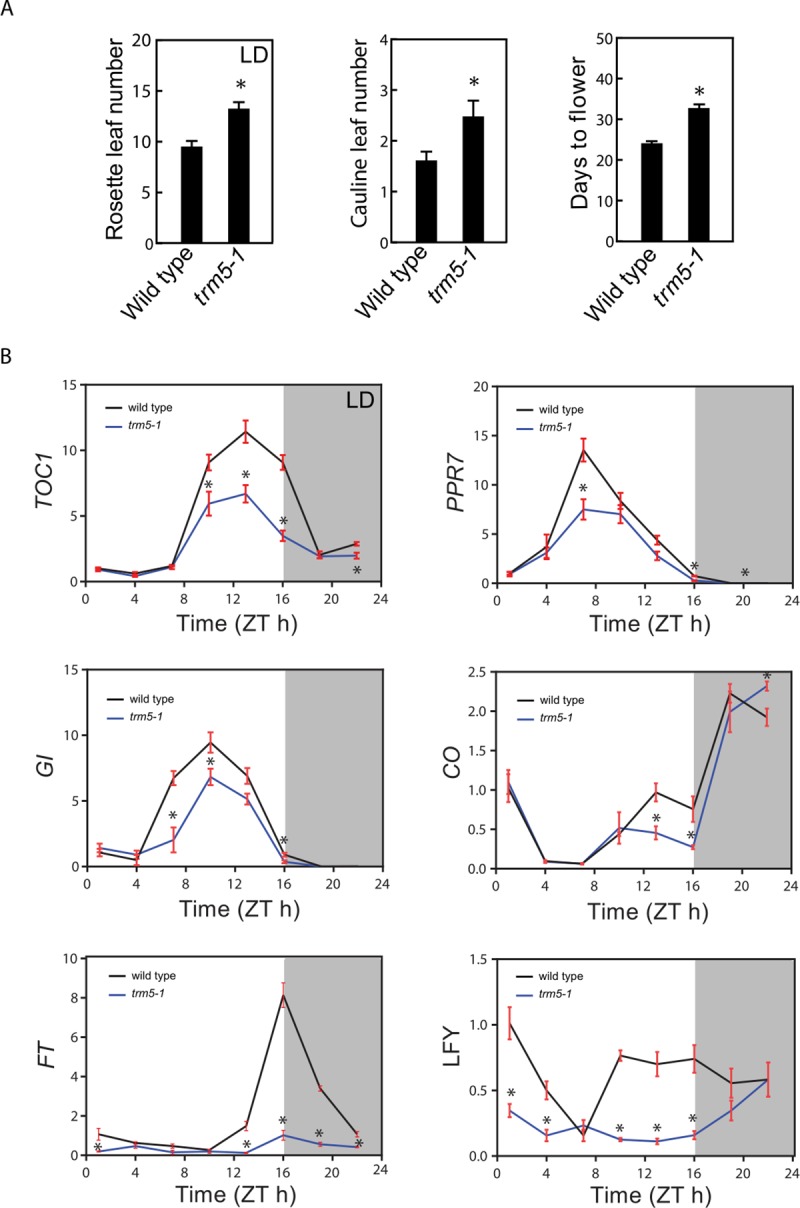
More leaves, slower flowering and impacted photosynthetic genes in trm5 mutant of *Arabidopsis thaliana*. (**A**) Rosette leaf number (long-day conditions), cauline leaf number and days to flower (short day conditions) of wild type and *trm5* mutant. (**B**) The mRNA abundance of circadian clock-related genes over a 24-hour period. 17-day-old seedlings of wild type, *trm5-1*, complemented lines (35S:TRM5 *trm5-1*), TRM5 overexpression lines (35S:TRM5) were grown on ½ MS medium for 10 days and then harvested every 3 hours. The expression levels of *TOC1*, *PRR7*, GI, CO, *FT*, and LFY were measured and normalized relative to *EF-1-α*. Data presented are means. Error bars are ± SE, n = 3 biological replicates. An asterisk indicates a statistical difference (*P*<0.05) as determined by Student’s t-test. 0 hours is lights on and 16 hours is light off. Shaded area indicates night, whereas Zeitgeber time is abbreviated as ZT.

### AtTRM5 is involved in circadian clock and flowering time gene expression

To explore the molecular basis of delayed flowering in *trm5-1*, we measured the mRNA abundance of circadian clock and flowering time related genes by quantitative RT-PCR over a 24-hour period (Fig 3). In *trm5-1* plants, lower abundance of the clock genes *TIMING OF CAB EXPRESSION 1* (*TOC1*), and *PSEUDO RESPONSE REGULATOR 7* (*PPR7*), and the flowering time regulator genes *GIGANTEA (GI)*, *CONSTANS (CO)* and *FLOWERING LOCUS T (FT)* were observed at ZT10 to ZT22. The reduced abundance of the flowering time regulators *GI*, *CO*, and *FT* in *trm5-1* mutants correlates with delayed flowering. As expected, the downstream floral meristem identity gene *LEAFY (LFY)* had lower abundance at almost all tested time points in the *trm5* mutant when compared to wild type (Fig 3B). 

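Clock mRNAs were also counted in leaf RNA of 20-day-old plants, in 3 libraries of wild type and 3 of *trm5-1* that the labels number as replicates 2, 3 and 4. For these libraries the legend of S5 Fig gives 10-day-old seedlings. The paper does not state the time of day of their harvest, so their clock mRNA levels cannot be matched to a time point of the quantitative RT-PCR. *PRR7* (AT5G02810) had a log2 fold change of -2.30 in *trm5-1* (standard error 0.83, adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 231, 5059 and 3095 in wild type replicates 2, 3 and 4 and 242, 842 and 522 in those of *trm5-1*, so the spread within wild type was larger than the difference between the genotypes. The log2 fold change was -1.41 for *GI* (standard error 0.69), -0.98 for *CCA1*, -1.10 for *LHY* and 0.37 for *TOC1* (standard error 0.35), with adjusted p-values from the same edgeR test of 0.208, 0.151, 0.192 and 0.491. A list of 23 clock genes was fixed before the counts were examined but after S2 Table of the paper had been read. That table rests on these libraries, so tests of the list are not independent of them. Of the 23 genes, 22 passed the filter on low counts. Of these, 14 were lower and 8 higher in *trm5-1*, with a median log2 fold change of -0.29. No clock gene had an adjusted p under 0.05 (0 of 22), and 6 lower and 1 higher gene had an unadjusted p under 0.05. The count adjusted over the list alone was also 0. With DESeq2 in place of edgeR, 4 clock genes passed as lower, which were *FKF1*, *PRR5*, *PRR7* and *PRR9*. With wild type replicate 2 left out, edgeR gave 7 lower and 2 higher clock genes. *PRR9* (AT2G46790), with counts of 2, 241 and 115 in wild type and 6, 8 and 1 in *trm5-1*, did not pass the filter on low counts of the edgeR test. As a set, the 22 genes gave p = 0.0376 in the rotation test fry, 0.279 in camera with its preset correlation and 0.300 in camera with an estimated correlation, so only fry placed the list under 0.05. Fry rose above 0.05 with limma on the authors' normalized values (0.122) and with the replicate number as a block (0.0667). It did so without replicate 3 (0.0674) or 4 (0.116) of wild type, or 2 (0.0651) or 4 (0.101) of *trm5-1*. Without replicate 4 of both genotypes it was 0.249. It stayed under 0.05 without wild type replicate 2 or *trm5-1* replicate 3, and under other normalizations and filters.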

The downregulation of circadian-clock related genes were also detected in the RNA-seq data (S2 Table). Together these results support a role for AtTRM5 in plant growth, development, and flowering time regulation.

### AtTRM5 m^1^G methyltransferase activity

To test AtTRM5 m^1^G methyltransferase activity *in vivo*, a *Δtrm5* mutant strain in yeast *(Saccharomyces cerevisiae*, Sc) that is defective for the tRNA m^1^G37 modification was used for genetic complementation. The mutant not only has defective tRNA m^1^G37 but also a slow growth phenotype when compared to wild type or a congenic strain (Fig 4A). Full-length *ScTrm5* and *AtTRM5* were cloned into yeast expression vectors. From the *AtTRM5* expression vector, a catalytically inactive mutant *Attrm5* R166D was generated by site-directed mutagenesis. After the three vectors had been transformed into the yeast *Δtrm5* mutant, cell growth and m^1^G nucleoside levels were observed (Fig 4). Not only were the slow growth and nucleoside levels rescued when expressing *ScTrm5* but they were also rescued when expressing *AtTRM5* (Fig 4A and 4B). However, the catalytically inactive Attrm5 R166D did not rescue either the slow growth or m^1^G nucleoside levels (Fig 4A and 4B).

**Fig 4:**
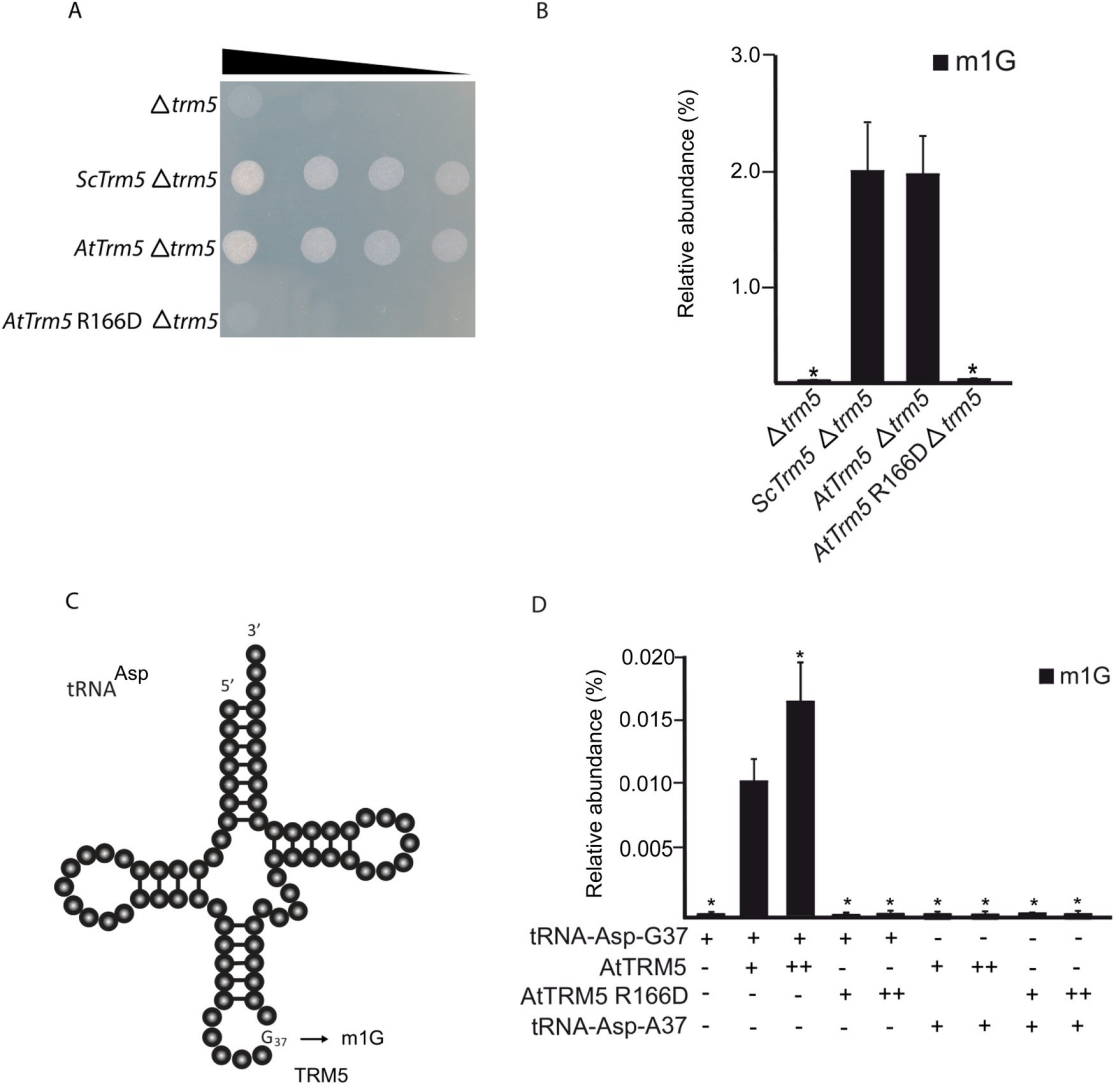
TRM5 modifies tRNA_37_ guanosine (G) to m^1^G in yeast. (**A**) Serial-dilution growth assay. Complementation experiment of TRM5 from yeast (Sc), *Arabidopsis thaliana* (At) or a catalytically inactive mutant AtTrm5 R166D in the yeast *trm5* mutant. (**B**) Relative nucleoside level of modification m^1^G quantified by HPLC/MS of each complemented yeast strains with either ScTRM5 or AtTRM5. (**C**) Proposed model of TRM5-mediated m^1^G modification of yeast tRNA-Asp. (**D**) Relative nucleoside level of modification m^1^G with varying conditions of tRNA-Asp-G37, AtTRM5, AtTRM5 catalytic mutant, and tRNA-Asp-A37. + indicates presence, ++ indicates two-fold increase,—indicates absence.

To test the m^1^G methyltransferase activity of AtTRM5 *in vitro*, we incubated purified recombinant proteins with tRNA substrates and measured the m^1^G levels. We expressed *AtTRM5* as a GST fusion protein and purified the recombinant GST-AtTRM5 protein. We also generated a catalytically inactive GST-AtTRM5 recombinant protein by using site directed mutagenesis, expressed and purified the GST-AtTRM5 recombinant fusion protein. In yeast, ScTrm5 methylates tRNA-His-GUG, tRNA-Leu-UAA, tRNA-Asp-GUC and other tRNA isoacceptors [11, 26, 32]. Yeast tRNA-Asp-GUC RNA transcripts were generated *in vitro* by using T7 RNA polymerase, the tRNA transcripts incubated with the recombinant fusion proteins in the presence of AdoMet and m^1^G nucleoside levels were measured (Fig 4D). m^1^G was detected only when AtTRM5 was provided (Fig 4D) and in a dosage dependent manner. No m^1^G was detected when the catalytically inactive mutant AtTRM5 was provided (Fig 4D). To test the specificity of the methyltransferase activity on tRNA-Asp guanine at position 37, the guanine nucleotide was mutated to an adenine nucleotide (tRNA-Asp-A37) and the m^1^G methyltransferase activity was measured. No m^1^G was detected after incubation with the fusion proteins (Fig 4D). The overall results of the yeast complementation experiments suggest that guanosine methylation occurred at position 37 of tRNA.

### AtTRM5 tRNA m^1^I methyltransferase activity

Previously in plants, TAD1 was demonstrated to oxidatively deaminate adenosine at position 37 of tRNA-Ala-(UGC) to inosine, and subsequently methylated by an unknown enzyme to N1-methylinosine (m^1^I; Fig 5A). Human TRM5 has been reported to methylate tRNA I37 but with limited activity [22]. Given our observation that *Attrm5* mutant plants had reduced m^1^I (Fig 1D), we asked the question whether AtTRM5 has methyltransferase activity on tRNA I37. We developed a two-step approach, whereby purified AtTAD1 was first incubated with the substrate tRNA-Ala-A37 to produce tRNA-Ala-I37 and then the inosine methyltransferase activity of AtTRM5 was measured by incubating AtTRM5 with the tRNA-Ala-I37 substrate. Previously, in yeast ScTAD1 was demonstrated to deaminate tRNA-Ala-A37 to tRNA-Ala-I37 *in vitro* [26] and *Arabidopsis thaliana tad1* mutants were reported to have reduced tRNA-Ala-I37 [11]. We expressed *AtTAD1* as a GST fusion protein and purified the recombinant GST-AtTAD1 protein. We also generated a catalytically inactive GST-AtTAD1 mutant recombinant protein by using site-directed mutagenesis and expressed and purified the GST-AtTAD1 mutant fusion protein. In a two-step assay, yeast tRNA-Ala-UGC RNA transcripts were generated by *in vitro* transcription using T7 RNA polymerase, the tRNA transcripts were then incubated with the recombinant fusion proteins in the presence of Mg^2+^ and methyl donor S-adenosyl-methionine (AdoMet), and the m^1^I nucleoside levels measured (Fig 5B). m^1^I was detected only when GST-AtTAD1 and GST-AtTRM5 were provided, and its production occurred in a dosage-dependent manner (Fig 5B). No m^1^I was detected when the catalytically inactive mutants AtTAD1 E76S or AtTRM5 R166D were provided (Fig 5B). To test the specificity of the methyltransferase activity on tRNA-Ala alanine at position 37, the alanine nucleotide was mutated to a cytosine nucleotide (tRNA-Ala-C37) and the m^1^I methyltransferase activity was measured. No m^1^I was detected after incubation with the fusion proteins (Fig 5B). Collectively, these findings interestingly suggest that inosine methylation also occurs at position 37, in addition to guanosine methylation.

**Fig 5:**
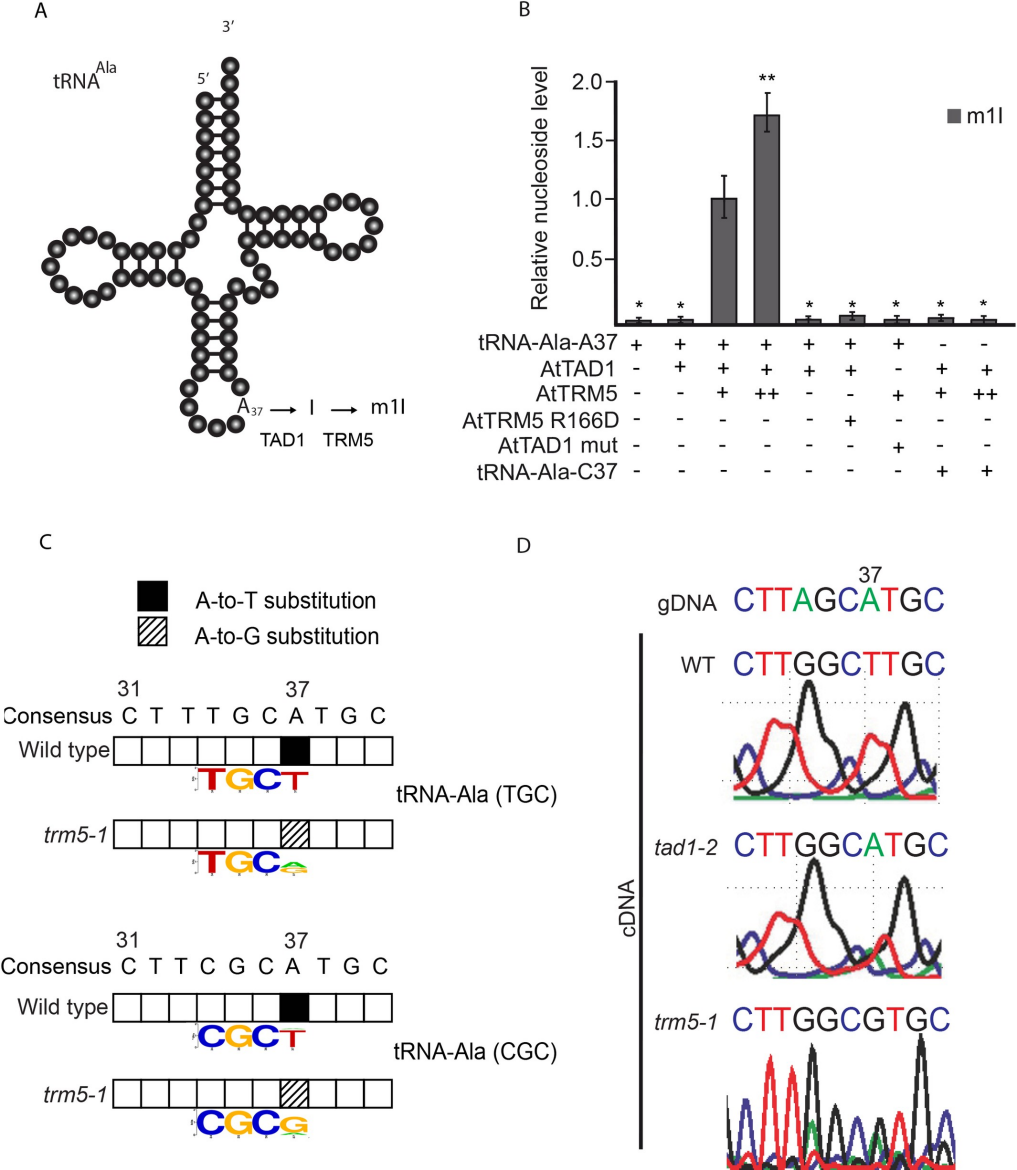
TRM5-mediated m^1^I modifications in two-step reaction. (**A**) Proposed two-step modification model of TRM5-mediated m^1^G modification of tRNA-Ala. (**B**) Relative nucleoside level of modification m^1^I with varying conditions of tRNA-Asp-A37, AtTAD1, AtTRM5 mutant, AtTAD1 mutant, and tRNA-Ala-C37. + indicates presence, ++ indicates two-fold increase,—indicates absence. (**C**) Qualitative analysis of tRNA-Ala^(TGC)^ and tRNA-Ala^(CGC)^ modifications. tRNAs were enriched, deep sequenced, aligned using segemehl to tRNA references and the modifications present were inferred from observed base substitutions between wild type and *trm5-1*. Position 37 in the gDNA, labelled as consensus, is an adenine. Sequence logo shows the proportion of nucleotides and hence inferred modifications at positon 37. Anticodons TGC and CGC are shown in the sequence logos for Ala^(TGC)^ and tRNA-Ala^(CGC)^, respectively. Base substitutions observed from 3 biological replicates are shown. (**D**) Qualitative analysis of tRNA-Ala^(AGC)^ modifications by Sanger sequencing. tRNA-Ala^(AGC)^ was PCR amplified from wild type, *tad1-2* and *trm5-1* and Sanger sequenced. Position 37 in the gDNA is an adenine. In wild-type cDNA, a thymine was detected, in *tad1-2* cDNA an adenine was observed and in *trm5-1* a guanine was detected.

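For the Illumina assay, tRNA was sequenced from 10-day-old seedlings in 3 libraries of wild type and 3 of *trm5-1*, numbered as replicates 2, 3 and 4. RNA in the size range of tRNA was isolated from a gel, reads were mapped to the tRNA genes of *Arabidopsis* with segemehl, and variants were called with GATK, as the methods state. The tables that the authors deposited list, for each library, the sites where a base other than the reference base was called, with the number of copies of each base among the 2 copies of a diploid genotype call. These are genotype calls and not read counts. The depth behind each call is therefore unknown, no interval can be given, and a site that is not listed can be a reference call or a site without a call. The tables list 432, 542 and 417 sites in wild type replicates 2, 3 and 4, and 524, 408 and 507 in those of *trm5-1*. These numbers did not differ between the genotypes beyond their spread (two-sided exact permutation test, p = 1). With 3 libraries per genotype this exact permutation test cannot go below p = 0.1. The calls fall in 510 tRNA references, named by amino acid and anticodon. Genes of a family can be identical and share reads, so references with a call are not independent observations. Their number can also depend on how shared reads were mapped. The permutation tests take the library as the unit. Position 37, the base 3′ of the anticodon, was located in each family from the anticodon of the 613 tRNA genes annotated in TAIR10.1. Counted from 1 at the 5′ end of the gene, it is base 37 in tRNA-Ala and tRNA-His-(GTG), 36 in tRNA-Cys-(GCA) and tRNA-Pro-(CGG), and 38 in tRNA-Leu-(TAG). Changes are written with the reference base, the canonical position 37 and the called base.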

To test the AtTRM5 inosine methyltransferase activity *in vivo*, we measured tRNA position modifications by cDNA sequencing from either mutant or wild type plants (Fig 5C and 5D). In the sequencing assay, modification events at position 37 of tRNAs can be directly detected by sequencing of amplified cDNA obtained by reverse transcription and comparison to the DNA reference sequence as inosine is read as guanine (G) and m^1^I is read as thymine (T) by the reverse transcriptase [10, 35]. As expected, we detected substitutions of A in the reference to T at position 37 for tRNA-Ala-(TGC) and tRNA-Ala-(CGC) by using Illumina sequencing in wild-type plants which is consistent with the presence of m^1^I (Fig 5C). m^1^I modifications have previously been described in tRNA-Ala at position 37 in eukaryotes [11, 30, 33]. 

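In TAIR10.1, the anticodon loop reads TTTGCAT in all 10 genes of tRNA-Ala-(TGC) and TTCGCAT in all 7 genes of tRNA-Ala-(CGC), with A at position 37. A37T was called in wild type replicate 2, in 2 references of tRNA-Ala-(CGC) and 1 of tRNA-Ala-(TGC), each on 1 of the 2 copies of the genotype call. It was called in 0 references of wild type replicates 3 and 4. The mean over the wild type libraries was 1 ± 1.73 references (SD, n = 3), and it falls to 0 when replicate 2 is left out. The same 3 references had 5 calls at other positions in wild type replicate 2, 2 in replicate 3 and 1 in replicate 4. These calls fell in all 3 references in replicate 2 and in 1 of them in each of replicates 3 and 4, and the depth at position 37 is not known. Wild type replicate 3 had A37G in 1 reference of tRNA-Ala-(CGC). The paper takes a T at position 37 as the mark of m1I, and describes the T in wild type as compatible with m1I being present.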

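In the *trm5-1* libraries, A37G was called in 6, 6 and 7 of the 7 references of tRNA-Ala-(CGC) in replicates 2, 3 and 4, and in 2, 2 and 10 of the 10 references of tRNA-Ala-(TGC). A37T was called in 0 references of all 3 libraries. For tRNA-Ala-(AGC), whose loop reads TTAGCAT in all 16 genes, A37G was called in 15 references of *trm5-1* replicate 4 and in 12 of wild type replicate 3, and A37T in none of the 6 libraries. Over the 3 alanine families, A37G was called in 16 ± 13.9 references per *trm5-1* library and 4.33 ± 7.51 per wild type library (SD, n = 3, two-sided exact permutation test, p = 0.3). The difference in A37T, which rests on 1 of the 3 wild type libraries, gave p = 1 in the same exact permutation test. With calls in 1 library alone this test always gives that value, so it decides nothing here. Without tRNA-Ala-(AGC), in which 1 library of each genotype had most of the calls, A37G was called in 0, 1 and 0 references of wild type and 8, 8 and 17 of *trm5-1* (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In these families, tRNA-Ala-(CGC) and tRNA-Ala-(TGC), every *trm5-1* library thus had more A37G calls than any wild type library. The same 17 references also had fewer calls at other positions in wild type (15, 8 and 7) than in *trm5-1* (22, 17 and 37), so a lower read depth of these tRNAs in wild type is not excluded. The difference in A37T was not larger than the spread between replicates.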

In the *trm5-1* mutant, no T’s were detected at position 37 (Fig 5C) which is consistent with AtTRM5 acting as a tRNA m^1^I methyltransferase at position 37. Based on our *in vitro* assay results, AtTAD1 first deaminates tRNA-Ala-A37 to tRNA-Ala-I37, and then AtTRM5 methylates tRNA-Ala-I37 to tRNA-Ala-m^1^I37. We confirmed this pathway in *tad1* and *trm5* mutant plants by Sanger sequencing of tRNA-Ala-(AGC) (Fig 5D). As expected, at position 37, A was substituted to T in the wild type, whereas in *trm5* mutants a G and in *tad1* mutants an A were observed (Fig 5D). These sequencing results are consistent with AtTAD1 first deaminating A37 to I37 as previously reported by Zhou, Karcher (11), and AtTRM5 then methylating I37 to m^1^I. We also attempted to detect the putative loss of m^1^G in the tRNA-sequencing data, as it has been reported that m^1^G is prone to be called as a T in sequencing [35]. However, this was not observed in our datasets. Together, our *in vitro* and *in vivo* data provide support for AtTRM5 possessing tRNA m^1^I methyltransferase activity.

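The deposited calls at position 37 include 4 families whose reference base there is G. In tRNA-Cys-(GCA), G37A was called in 2 references of wild type replicate 2, and G37T in 1 reference of replicate 2 and 2 of replicate 4. In tRNA-His-(GTG), G37T was called in 2 references of wild type replicate 2. In tRNA-Pro-(CGG), G37A was called in 3 references of wild type replicate 2 and 3 of replicate 3, G37C in 1 of replicate 3 and G37T in 1 of replicate 4. None of these 3 families had a call at position 37 in any *trm5-1* library. The 11 references concerned had 28 calls at other positions in the wild type libraries and 31 in those of *trm5-1*. In tRNA-Leu-(TAG), G37A was called in both genotypes, in 2, 2 and 2 references of wild type and 2, 1 and 2 of *trm5-1*. Over all families with G at position 37, a change was called in 10, 6 and 5 references of wild type replicates 2, 3 and 4 (7 ± 2.65, SD, n = 3) and 2, 1 and 2 of those of *trm5-1* (1.67 ± 0.577), with p = 0.1 in a two-sided exact permutation test, the smallest that 3 libraries against 3 allow. G37T alone was called in 3, 0 and 3 references of wild type and in 0 of each *trm5-1* library (p = 0.4 in the same exact permutation test). With calls in only 2 libraries, 3 in each, this test cannot give a smaller value, so it decides nothing here. No call was listed at position 37 of tRNA-Asp-(GTC) or tRNA-Leu-(TAA).

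**Figure D1:**
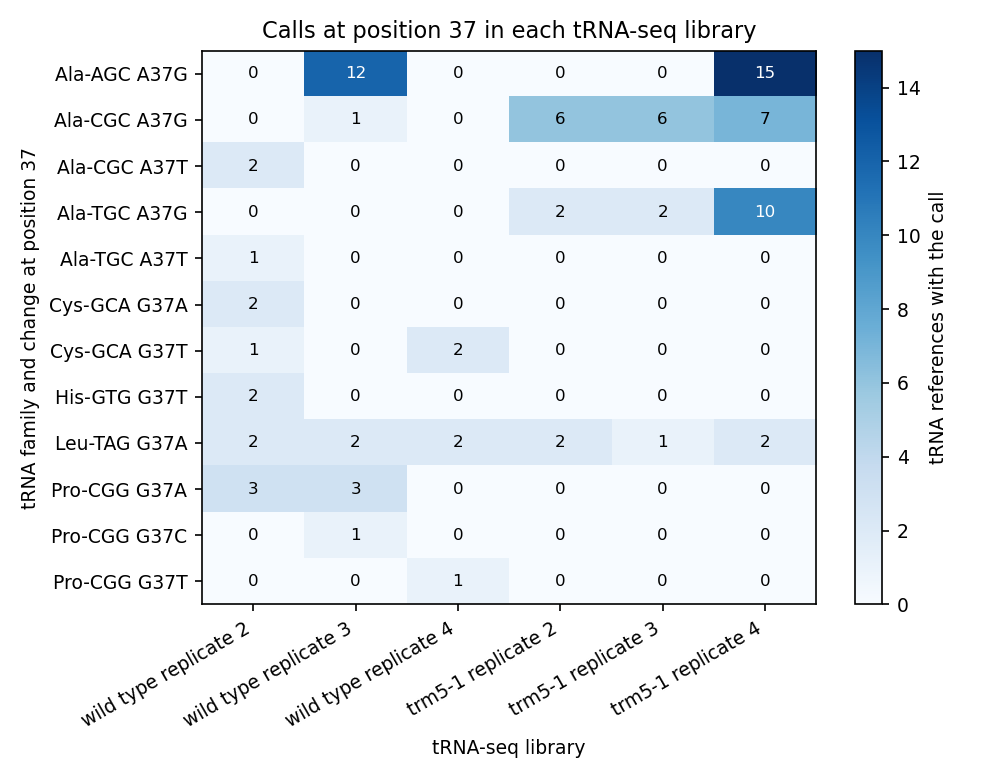
Number of tRNA references with each change called at position 37 (y axis) in each tRNA-seq library (x axis), with the number written in each cell. Changes from G in tRNA-Cys-(GCA), tRNA-His-(GTG) and tRNA-Pro-(CGG) are listed in wild type libraries and in 0 references of *trm5-1*, and A37T in wild type replicate 2 alone.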

### AtTRM5 is localized to the nucleus

In yeast, ScTRM5 is localized to both the nucleus and mitochondria [23, 36]. Localisation to mitochondria is thought to be important as yeast strains with only nuclear-localized ScTRM5 exhibited a significantly lower rate of oxygen consumption [23]. In order to determine to which subcellular compartment(s) AtTRM5 is localized in *Nicotiana benthamiana*, we fused TRM5 to the Green Fluorescent Protein (GFP) reporter, transiently infiltrated the construct into leaves and performed laser-scanning confocal microscopy to detect GFP fluorescence. To unambiguously identify the nucleus, we stained the cells with DAPI. When we imaged the cells (n = 100), we observed distinct DAPI fluorescence in a single large circular structure per cell, as expected for the nucleus (Fig 6). Next, we imaged the same cells for GFP fluorescence (Fig 6C) and overlayed the DAPI and GFP fluorescence. The two fluorescence signals showed perfect overlap (Fig 6D). We then searched for nuclear localisation signals (NLS) using the LOCALIZER (http://localizer.csiro.au/), LocSigDB (http://genome.unmc.edu/LocSigDB/), and cNLS mapper (http://nls-mapper.iab.keio.ac.jp/cgi-bin/NLS_Mapper_form.cgi) programs [37–39]. While LOCALIZER and LocSigDB did not predict any canonical or bipartite NLS, cNLS mapper predicted with high confidence a 29 amino acid importin α-dependent NLS, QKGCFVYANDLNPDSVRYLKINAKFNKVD, that starts at amino acid 236. Previous finding in yeast suggested that no common canonical or bipartite NLS was detected in ScTrm5 [26], which explains the outcome from LOCALIZER and LocSigDB. Multiple sequence alignment of ScTrm5 and AtTRM5 showed that only a few amino acids were conserved at the region which the importin α-dependent NLS is detected for AtTRM5 (S2 Fig). In summary, we conclude that, unlike in yeast, AtTRM5 in *Arabidopsis* is only localized to the nucleus and may be imported from the cytoplasm into the nucleus by the importin α-dependent pathway.

**Fig 6:**
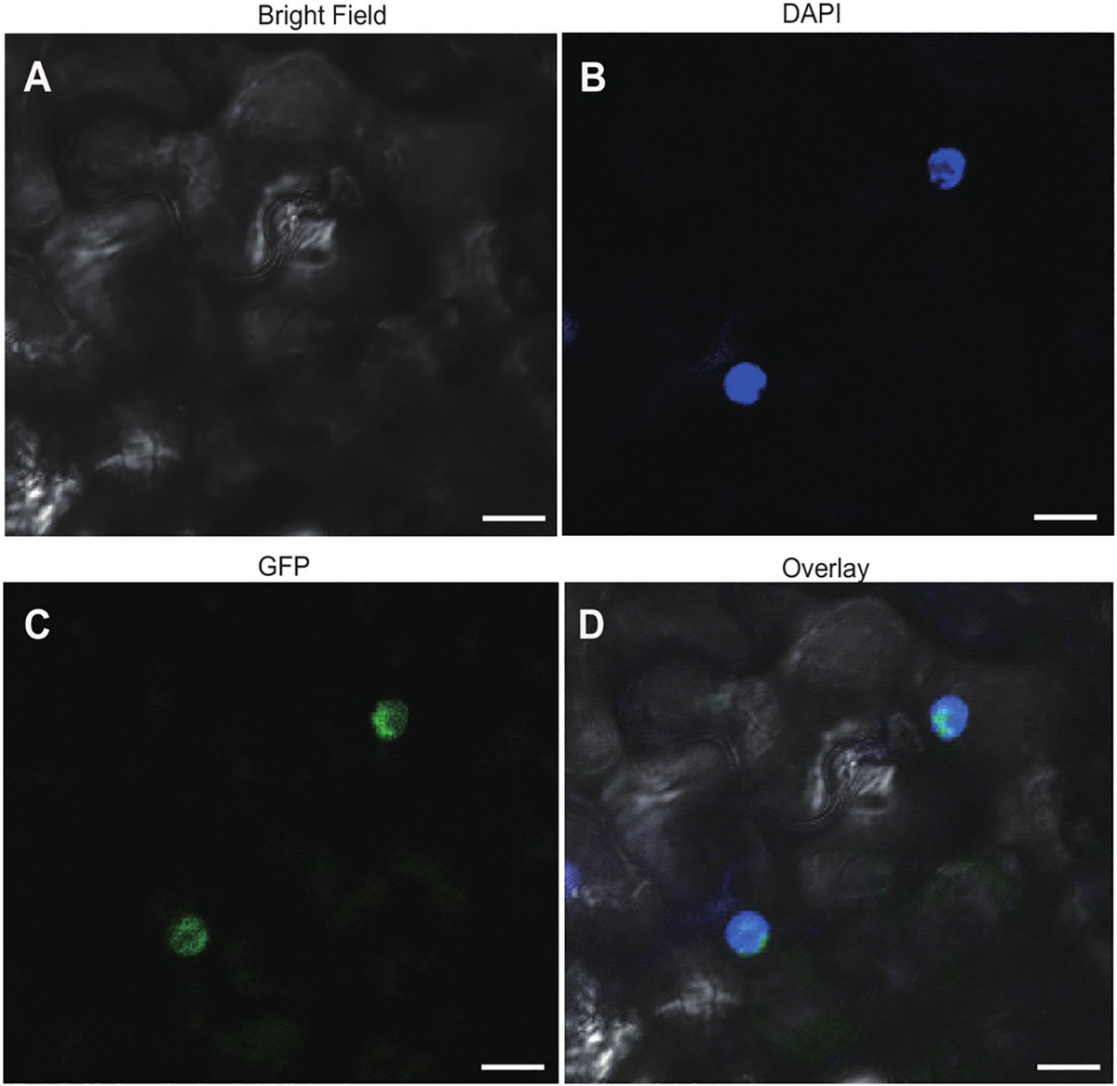
Subcellular localisation of TRM5 translational reporter protein in *Nicotiana benthamiana* leaves. TRM5 was fused to Green Fluorescent Protein (GFP) to yield a TRM5-GFP translational fusion recombinant protein. The construct was transiently expressed in *N*. *benthamiana* leaves and subcellular localisation was determined by confocal laser-scanning microscopy. (**A**) Bright field, (**B**) DAPI stained, (**C**) GFP fluorescence, (**D**) overlay of DAPI and GFP imagines. Scale bars = 20 μm.

### Proteins involved in photosynthesis are affected in *trm5* mutant plants

Next, we performed a proteomic analysis to identify proteins that differentially accumulate in *trm5-1* plants when compared to the wild type by using the Tandem Mass Tag (TMT) method (Fig 7). A total of 61571 peptide-spectrum match (PSM) were recorded, corresponding to 29011 peptides and 23055 unique peptides, respectively. 5242 protein groups were identified by blastp searches against the TAIR_pep database. Proteins with fold changes ≥1.20 or ≤0.83 and a significance level of *P* ≤0.05 were considered to be differentially expressed. In this way, a total of 263 proteins were identified (S3 Table). 102 proteins were upregulated, and 151 proteins were downregulated in *trm5* (Fig 7A). GO annotation of these differentially accumulating proteins revealed enrichment of the GO terms thylakoid, chloroplast, and photosystem I (Fig 7B). KEGG annotation revealed enrichment of proteins involved in photosynthesis, and photosynthetic proteins, with most of these proteins encoded by genes found in the nuclear and chloroplast genome. (Fig 7C). A further inspection on these GO terms with our proteomics data showed that the photosynthesis-related proteins were downregulated in *trm5* mutant. In the future, the abundance of these photosynthesis-related proteins could be validation by quantitative western blotting analysis. It is worthwhile to state that the abundance of these photosynthesis-related proteins may be directly or indirectly affected by the loss of TRM5 in our experiment. Taken together, the GO and KEGG analysis demonstrated that most differentially accumulating proteins are involved in processes related to photosynthesis.

**Fig 7:**
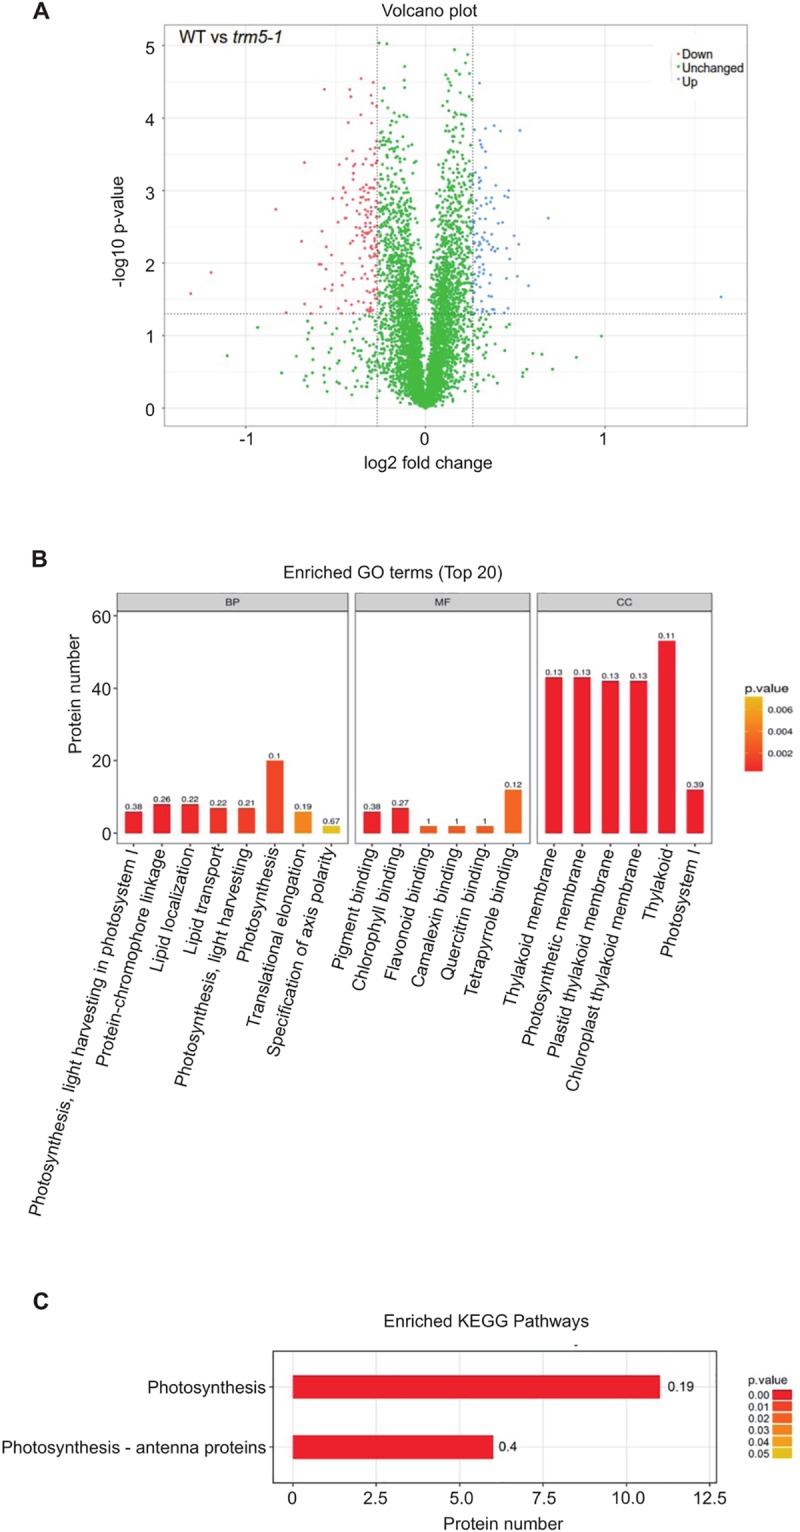
Proteomic analysis of wild type and *trm5-1*. (**A**) Volcano plot of differentially abundant proteins between wild type and *trm5-1*. In *trm5-1*, proteins that were increased in abundance are represented as blue dots, proteins decreased in abundance as red dots, with threshold fold change > 1.2 or < 0.83 (increased or decreased) and *P*-value < 0.05. There were 102 proteins increased and 161 proteins decreased in *trm5-1*. (**B**) GO and (**C**) KEGG terms enrichment analysis. Each differentially abundant protein was first annotated in the GO or KEGG databases, enrichment analysis was performed based on annotated differentially expressed proteins in wild type and *trm5-1*. The top 20 enriched GO terms from Biological Processes (BP), Molecular function (MF), and Cellular Component (CC) are reported.

Defects in tRNA m^1^G methylation can be expected to affect mRNA translation, particularly of proteins that have high numbers of affected codons. Therefore, we were interested in identifying genes that showed reduced expression at the protein level in our proteomics analysis of *trm5* plants, but no detectable reduction in mRNA abundance. To identify such mRNAs, we performed RNA-seq on wild type and *trm5* plants. 

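RNA was sequenced from 3 libraries of wild type and 3 of *trm5-1*, numbered as replicates 2, 3 and 4. The methods and the sample labels give leaves of 20-day-old plants, and the legend of S5 Fig gives 10-day-old seedlings. As the methods state, reads were trimmed with Trim Galore, mapped to TAIR10 with STAR and counted per gene with featureCounts, and the counts were deposited without normalization. Wild type replicates 2, 3 and 4 held 14954658, 25707387 and 26264021 counts, and those of *trm5-1* 21450866, 25256890 and 26927531. The table lists 33610 genes, of which 26561 had at least 1 count and 19408 passed edgeR's filterByExpr. The latter were normalized by the TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. *TRM5* (AT3G56120) lies on chromosome 3 of TAIR10.1 from 20823146 to 20826543 and is annotated with 11 exons. Its level was 18.6 ± 4.85 CPM in wild type and 3.91 ± 1.10 in *trm5-1* (SD, n = 3), a log2 fold change of -2.25 (standard error 0.31, adjusted p = 0.0226 from that edgeR test). Its counts were 179, 643 and 526 in wild type and 100, 72 and 110 in *trm5-1*, so all 6 labels go with the genotype and some counts on the gene remained in the mutant. Under the alternatives tried, the adjusted p of *TRM5* lay between 1.02e-08 and 0.544, while its log2 fold change stayed between -2.42 and -2.03 with each library left out in turn.
In both genotypes, replicate 4 lay between replicates 2 and 3. Of the 1540 genes that differed more than 4-fold between wild type replicates 2 and 3, 1537 lay between them in replicate 4, and in *trm5-1* this held for 179 of 179. The counts of wild type replicate 4 followed the sum of 0.783 times those of replicate 2 and 0.568 times those of replicate 3, with residuals of 0.0421 as a coefficient of variation, where counting noise alone gives 0.0364. In *trm5-1* the weights were 0.752 and 0.431, the residuals 0.0429 and the counting noise 0.0346. Every test on the 3 libraries per genotype treats them as independent. With replicate 4 left out of both genotypes, an alternative chosen after seeing the data, edgeR called 0 of 19255 genes with an adjusted p under 0.05, and 1721 had an unadjusted p under 0.05.

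**Figure D2:**
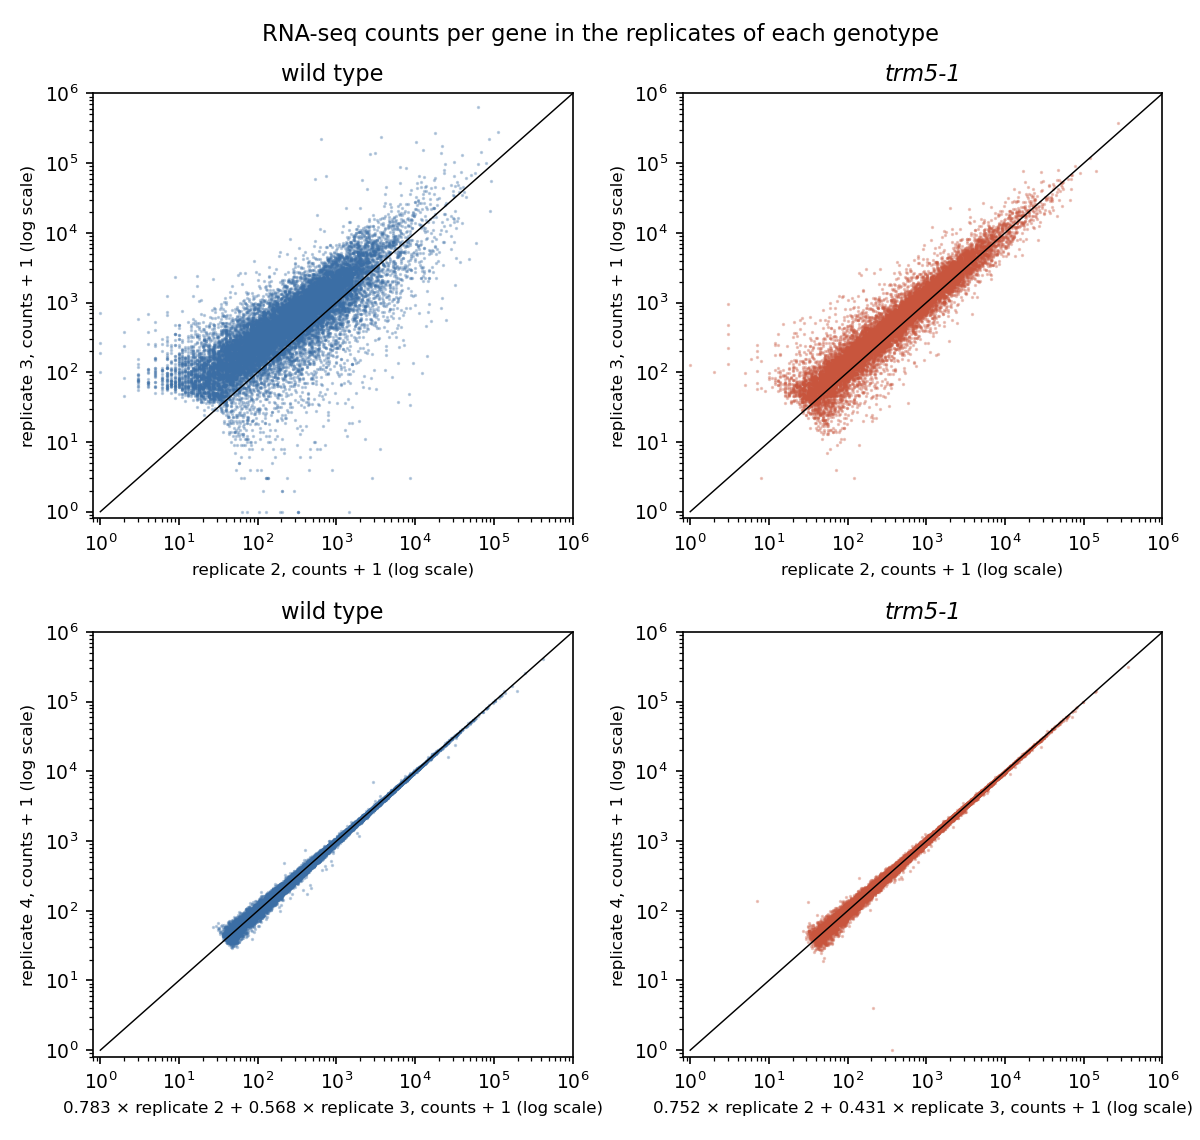
Counts per gene plus 1 on log scales, for genes with at least 100 counts over the 3 libraries of a genotype, in wild type (left) and *trm5-1* (right). The upper plots set replicate 3 (y axis) against replicate 2 (x axis), the lower plots replicate 4 (y axis) against the weighted sum of replicates 2 and 3 (x axis), and the line marks equal values, along which the points of the lower plots lie.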

We identified 1186 transcripts that were reduced in abundance in *trm5* and 580 transcripts that were increased in abundance by at least 2-fold and hierarchically clustered these transcripts (S2 Table and S5 Fig). 

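At an adjusted p under 0.05 in edgeR's quasi-likelihood test and a log2 fold change beyond 2 in size, the threshold of the list in S2 Table, 574 mRNAs were reduced and 334 increased in *trm5-1*. In all 574 and all 334, the 3 libraries of one genotype lay on one side of the 3 of the other. This held for 7703 of the 19408 tested genes (39.7%), where chance gives 10%. With replicate 4 left out of both genotypes it held for 8347 genes (43.0%), where chance gives 33.3%. DESeq2 with its own size factors gave 1187 reduced and 579 increased mRNAs, which include 571 and 334 of the edgeR calls, and a filter of at least 10 counts in every library gave 285 and 150. At a log2 fold change beyond 1, edgeR gave 1135 reduced and 578 increased mRNAs. The calls depended on single libraries. With wild type replicate 2 left out, 1529 were reduced and 712 increased. With wild type replicate 4 left out, both counts were 0, and 3934 genes had an unadjusted p under 0.05. The median log2 difference of the 574 genes was -0.96 against wild type replicate 2 alone and -2.48 against replicate 3 alone, and between these wild type libraries it was 1.34. For the 334 increased genes, the medians were 1.84 and 2.27, and -0.27 between the wild type libraries.
The smallest adjusted p-values among the reduced genes were those of AT2G05660.1, AT1G33811, AT3G06880, *LTI78* (AT5G52310) and *UDG4* (AT5G39320). AT2G05660.1, a pseudogene, had 269, 619 and 575 counts in wild type and 0 in each *trm5-1* library. The fall was at least 152-fold on library totals without TMM factors. *LTI78* had 443 ± 28.8 CPM in wild type and 90.4 ± 1.41 in *trm5-1* (SD, n = 3), a log2 fold change of -2.29 (standard error 0.18, adjusted p = 0.0109 from the same edgeR test). Among the increased genes, these were *CYP71B23* (AT3G26210), AT3G01345, AT5G38250, *MAF5* (AT5G65080) and AT5G38900. AT3G01345 had 0 counts in each wild type library and 903, 891 and 1212 in *trm5-1*. The rise was at least 203-fold on library totals without TMM factors. *CYP71B23* rose from 13.5 ± 0.790 to 61.4 ± 1.87 CPM (SD, n = 3), a log2 fold change of 2.18 (standard error 0.12, adjusted p = 0.0106 from the same edgeR test).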

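S3 Table lists 161 proteins as reduced and 102 as increased in *trm5-1*. Of the genes of the 161 reduced proteins, 21 were among the reduced mRNAs of the edgeR test, which leaves 140 proteins without a reduced mRNA at that threshold. Of the 161 genes, 11 were not tested, 7 of them without counts or absent from the count table. Among the 150 genes tested, 125 had a log2 fold change below 0, and 56 were lower with an adjusted p under 0.05 when no fold change was required. The median log2 fold change was -0.81 for the genes of reduced proteins and 0.30 for the 100 tested genes of increased proteins. With DESeq2 the number of proteins without a reduced mRNA was 134, and it lay between 129 and 161 in the fits that each left out 1 library.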

Comparison of the RNA-seq and proteomics datasets identified 133 proteins with reduced abundance, but with no detectable reduction in mRNA abundance (S5 Fig). We further inspected the data by selecting four candidate proteins with the highest fold change reported in the proteomics data (Table 1). From the selected candidate proteins, we discovered that three of the differentially expressed proteins reported in the proteomics data were not differentially expressed in the RNA-seq data, indicating that there is no change in transcripts levels leading to the fluctuation of their corresponding proteins. Only one protein candidate (AT2G45180.1**)** showed decreased fold change of mRNA, which correlates with the decrease of its corresponding protein reported in the proteomics data.

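In the edgeR test, AT2G45180 had 838 ± 499 CPM in wild type and 205 ± 135 in *trm5-1* (SD, n = 3), a log2 fold change of -2.03 (standard error 0.71, adjusted p = 0.106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 4153, 36620 and 24285 in wild type and 1701, 9198 and 4887 in *trm5-1*, so the genotypes overlap. Its adjusted p was 0.0151 with DESeq2, and the adjusted p-values over all alternatives lay between 0.0151 and 0.659. AT5G50160 rose from 44.1 ± 8.78 to 76.1 ± 3.04 CPM (SD, n = 3), a log2 fold change of 0.79 (standard error 0.18, adjusted p = 0.0450 from the same edgeR test, 0.00178 to 0.575 over the alternatives). For AT2G39480 the log2 fold change was 0.65 (standard error 0.31, adjusted p = 0.202 from the same edgeR test), with every *trm5-1* library above every wild type library. AT1G03540 had a log2 fold change of 0.03 (standard error 0.30, adjusted p = 0.959 from the same edgeR test), which fell below 0 under upper quartile normalization and when wild type replicate 2 or *trm5-1* replicate 3 was left out.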

**Table 1:** Comparison between RNA-seq data and proteomics data of selected protein candidates.

Gene ID	Protein	log2FC		Status	
		RNA-seq	Proteomics	RNA-seq	Proteomics
AT1G03540.1	Pentatricopeptide repeat (PPR-like) superfamily protein	N/A	3.12815	non-differentially expressed	upregulated
AT2G45180.1	Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein	2.012	0.56136	downregulated	downregulated
AT2G39480.1	P-glycoprotein 6	N/A	0.43734	non-differentially expressed	downregulated
AT5G50160.1	ferric reduction oxidase 8	N/A	0.40435	non-differentially expressed	downregulated

Four protein candidates with the highest fold change (*p-value* < 0.05) reported in the proteomics data were selected for further comparison.

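Coding sequences of TAIR10.1 gave the share of codons for alanine (GCN), aspartate (GAY) and histidine (CAY) and of the leucine codon TTA in each gene. In 129 genes of the 140 proteins without a reduced mRNA, the mean share was 15.8%. In 10000 random lists of the same size matched on mean expression, drawn from 18788 genes, the mean was 15.6% with an SD of 0.231. The observed share lay at percentile 76.9 of these lists (two-sided p = 0.462, n = 129 genes). The aspartate codons are part of the sum because the paper names tRNA-Asp as a substrate, although the annotated genes of tRNA-Asp-(GTC) have A at position 37. Codons read by the other families with G at position 37, such as those of proline, cysteine and the other leucine codons, are not in it. The percentile is therefore no test of codons read by tRNAs with G37. The parts of this sum moved apart. The alanine codons alone made up 8.11% against 7.00% in the matched lists (n = 129 genes, percentile 100, p = 2e-04, the smallest that 10000 lists can give), and the aspartate, histidine and TTA codons 7.71% against 8.64% (percentile 0, p = 2e-04, again the smallest). Of the 9 codons tested singly, GCC and GCG were above the matched lists and GAT below them, with Benjamini-Hochberg adjusted p-values of 9.00e-04, 0.00540 and 9.00e-04. The lists were drawn from all genes tested by RNA-seq, since the set of all detected proteins was not used here. Against the genes of the 100 increased proteins, the summed share lay at percentile 41.9. The paper reasons that a tRNA defect would lower proteins rich in the affected codons without lowering their mRNAs.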

Finally, we performed a codon usage frequency analysis for this class of genes and detected no codon bias towards triplets read by both m^1^I and m^1^G modified tRNAs (S5 Fig).

### Modifications at position 37 affects tRNA-halve abundance

Since our previous results showed no bias towards codon usage in *Attrm5* mutants when compared to wild type, we then asked if depleting m^1^G37 and m^1^I37 affects tRNA abundance. To test this, we performed a northern blot analysis on the AtTRM5 substrates tRNA-Ala-(AGC) and tRNA-Asp-(GTC), respectively (Fig 8A). We did not observe any substantial change in the full-length tRNA abundances for both tRNA-Ala-(AGC) and tRNA-Asp-(GTC). However, we unexpectedly observed significant decreases in the 5’ half abundance of both tRNA-Ala-(AGC) and tRNA-Asp-(GTC) (Fig 8A), suggesting that the loss of m^1^G37 and m^1^I37 affects tRNA halve steady state abundance.

**Fig 8:**
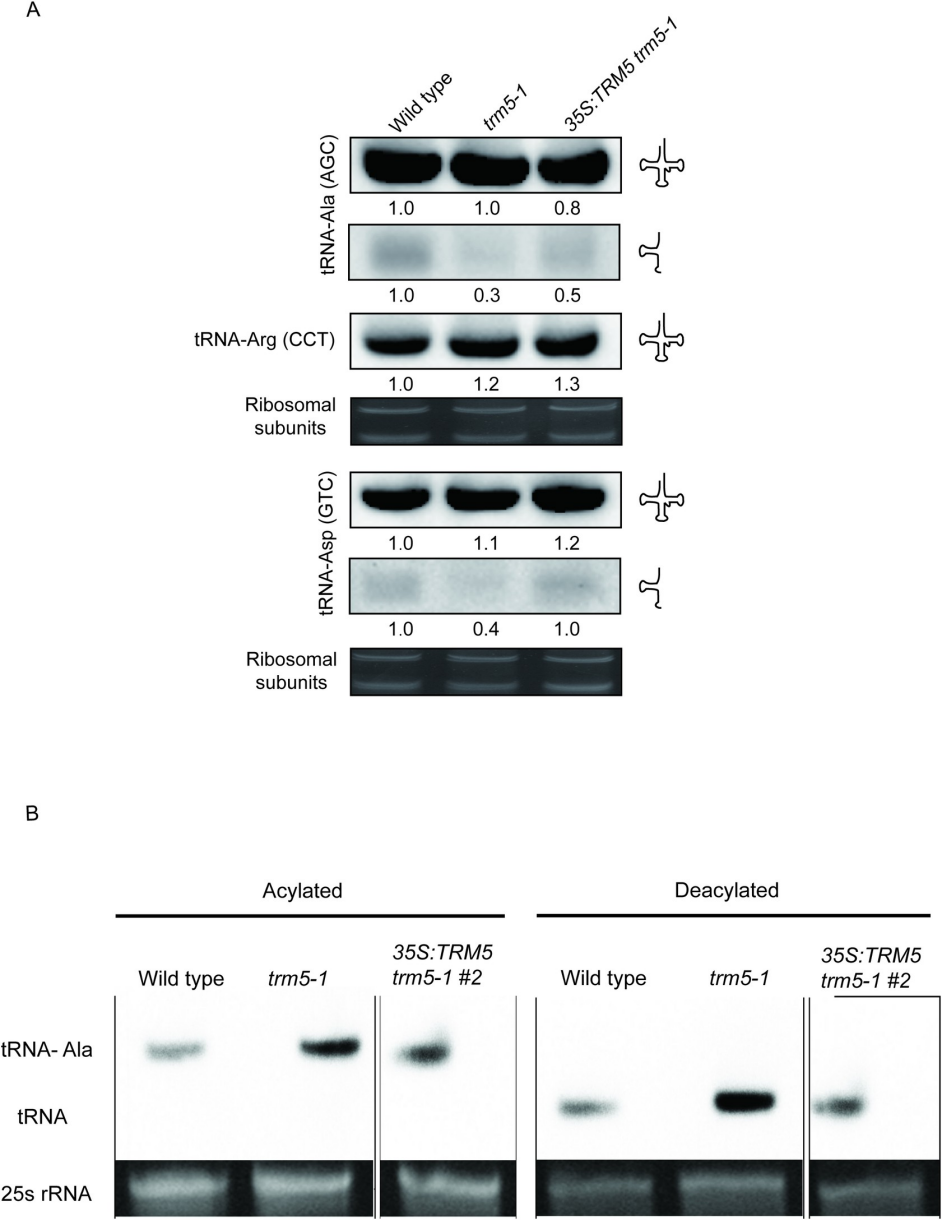
Loss of function of AtTRM5 affects tRNA halve abundance. (**A**) Northern blot analysis of RNA from wild type, *trm5-1* and *35S*:*TRM5 trm5-1*. tRNA-Ala (AGC) was inspected for changes in m^1^G37 and tRNA-Asp (GTC) and m^1^I37. tRNA-Arg (CCT) and rRNA were used as loading controls. The blots were probed with either tRNA-Arg (CCT), tRNA-Asp (GTC), or tRNA-Ala (AGC). (**B**) Accumulation and aminoacylation of tRNA-Ala (AGC) in wild-type plants, *trm5-1* mutant plants and 35S:*TRM5 trm5-1*. The aminoacylated tRNA migrates slower than its corresponding deacylated species. To visualize the difference in electrophoretic mobility, aliquots of the same samples were deacylated *in vitro*. 10 μg of RNA was separated by electrophoresis, blotted and hybridized to a tRNA-Ala (AGC)-specific probe. The 25S rRNA band of the ethidium bromide-stained gel prior to blotting is shown as a loading control.

The anticodon region of tRNAs are known to impact tRNA aminoacylation as it interacts with tRNA aminoacyl synthetase [40] and that tRNA position 37 at the 3’ anticodon region has a significant role in facilitating tRNA structure fidelity and anticodon interactions [20]. Therefore, we investigated if the tRNA position 37 which is proximal to the 3’ anticodon could affect tRNA aminoacylation for tRNA-Ala-(AGC). We performed a tRNA aminoacylation experiment to determine if the loss of m^1^G37 modification at the anticodon region of tRNA-Ala-(AGC) affects tRNA charging (Fig 8B) and our results show that the loss of function of *AtTRM5* does not affect acylation of tRNA-Ala (Fig 8B). One explanation for this observation can be attributed to the nature of alanyl-tRNA synthetases that recognizes G3:U70 of tRNA acceptor stem for tRNA charging instead of the anticodon region [41]. This showed that the loss of m^1^G37 modification does not inhibit aminoacylation.

## Discussion

The discovery of m^1^G and m^1^I at position 37 in tRNAs of a wide range of eukaryotic and prokaryotic organisms underscores its importance as a key regulator of tRNA function and, presumably, translation [10, 21, 23]. Previous studies in bacteria have shown that m^1^G37 is required for translational fidelity [21, 42, 43] and that mutations in the enzymes catalysing m^1^G37 severely impact growth or cause lethal phenotypes [10, 23, 31]. The presence of m^1^G37 modification on tRNA-Asp prevents erroneous amino-acylation by arginyl-tRNA synthetase as both tRNA-Asp and tRNA-Arg have highly similar structures [44].

In eukaryotes, m^1^G37 modification requires the methyltransferase TRM5. Here we report that in plants, *trm5* mutants have a 60% reduction in m^1^G and m^1^I levels, display severely reduced growth and delayed transition to flowering. This is somewhat similar to human patients that are heterozygous for one mutant and one functional allele of *Trm5*. They show childhood failure to thrive and exercise intolerance symptoms [10].

With the 60% reduction of m^1^G and 75% reduction of m^1^I in *trm5* plants, it is reasonable to anticipate a significant impact on protein translation due to the reduced stacking effect of m^1^G37 on base-pairing between position 36 and the first nucleoside in translated mRNA codons. We observed a reduction in abundance of proteins involved in ribosome biogenesis and photosynthesis, and this is likely to account for the observed reduced growth of the mutant plants. A similar study by Jin *et al*. (2019) showed higher levels of polysomes in *attrm5a* mutants compared to wild type and decreased levels of ribosomal subunit, which is anticipated to reduce translation rate [45]. In the future, it would be interesting to test if translational errors, such as ribosome stalling or frame shifting, occur in *trm5* plants which would be similar to what has been previously reported in bacteria with reduced tRNA m^1^G [26].

We localized *Arabidopsis* TRM5 to the nucleus which is in contrast to the cytoplasmic and mitochondrial localisation in other eukaryotes: *Trypanosoma brucei*, *Homo sapiens* (HeLa cells) and *Saccharomyces cerevisiae* [10, 23, 31], although in one study *S*. *cerevisiae* Trm5 has also been localized exclusively to the nucleus [36]. Interestingly, in yeast, Trm5 acts in the nucleus to form m^1^G on retrograde imported tRNA^Phe^ after initial export from the nucleus and subsequent splicing at the mitochondrial outer membrane. As retrograde tRNA import is conserved from yeast to vertebrates [46, 47], it is tempting to speculate that TRM5-mediated m^1^G formation occurs in retrograde imported tRNAs in *Arabidopsis*.

Direct comparison of RNA-seq and proteomics data has been challenging as variation in protein abundance in proteomics datasets can be confounded by multiple factors. Several factors can cause fluctuation in protein levels with no change of mRNA abundance: mRNA transcript abundance, translation rate, and translation resources availability (as reviewed in Liu, Beyer (48)). This may explain the results of the initial comparison between our RNA-seq and proteomics data, and the seeming discrepancies in the derived sets of differentially expressed genes (S2 and S3 Tables). 

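Of the microtubule-related genes AT1G21810, AT1G52410, AT2G28620, AT2G44190, AT3G23670, AT3G60840, AT3G63670, AT5G67270, AT4G14150 and AT5G27000, 9 are in the count table and 8 passed the filter on low counts. AT3G63670 was not analysed here. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 of the 8 were lower in *trm5-1* with an adjusted p under 0.05 (AT2G28620, AT3G23670, AT4G14150, AT5G27000 and AT5G67270). AT1G21810 and AT3G60840 were lower with adjusted p-values of 0.0527 and 0.0531 from that edgeR test. AT1G52410 was higher, from 73.6 ± 23.3 to 390 ± 233 CPM (SD, n = 3), with a log2 fold change of 2.41 (standard error 0.52, adjusted p = 0.0410 from the same edgeR test). The largest fall was that of AT3G23670, from 18.3 ± 15.4 to 0.441 ± 0.214 CPM (SD, n = 3), a log2 fold change of -5.33 (standard error 1.03, adjusted p = 0.0344 from the same edgeR test, 6.43e-08 to 0.544 over the alternatives). Adjusted over the list alone, 7 were lower and 1 higher. The paper chose the genes on these libraries, so neither that count nor a test of the list as a set is independent evidence. DESeq2 called 8 lower, among them AT2G44190, which had 1, 68 and 75 counts in wild type and 5, 2 and 5 in *trm5-1*. Leaving out wild type replicate 4, or any of the *trm5-1* libraries, left 0 calls for lower genes, with 7 or 8 at an unadjusted p under 0.05. The median log2 fold change of the 8 genes was -3.15. With wild type replicate 3 left out, edgeR gave a median of -2.62 and called 3 genes lower. On log2 of CPM plus 1, which shrinks differences at low levels, the median was -2.78 against wild type replicate 3 alone and -0.58 against replicate 2 alone. With that limit, the 8 genes as a set gave p = 0.0472 with fry, 6.79e-04 with camera and 0.202 with camera and an estimated correlation. The call of camera thus holds under fry in this fit and not under an estimated correlation. Fry rose above 0.05 with upper quartile normalization (0.0563), no filter (0.0540) and at least 10 counts in every library (0.0607). It did so with any library but wild type replicate 2 left out (0.103 to 0.144), and without replicate 4 of both genotypes (0.256). It stayed under 0.05 with RLE, the replicate block and limma, and without wild type replicate 2.

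**Figure D3:**
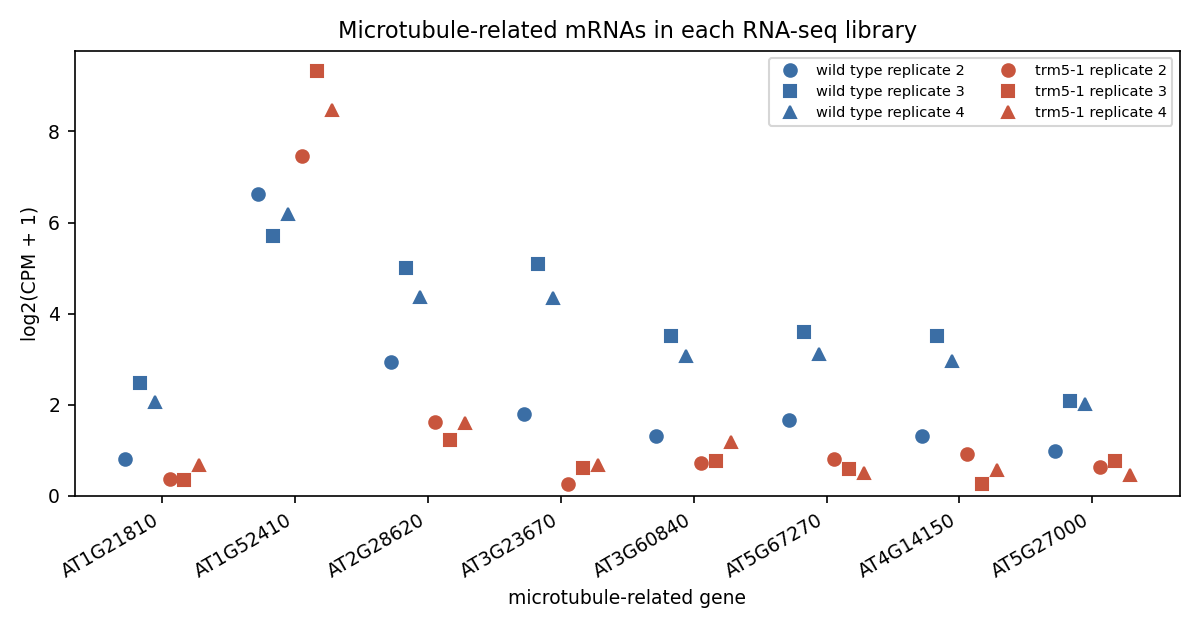
Level of the 8 tested microtubule-related mRNAs (x axis) as log2 of CPM plus 1 (y axis), with 1 point per library, wild type in blue and *trm5-1* in red. In all 8 genes wild type replicate 2 lies nearest to *trm5-1* and replicate 3 farthest from it, and AT1G52410 alone is higher in *trm5-1*.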

In our RNA-seq data, microtubule-related genes appeared to be significantly downregulated (AT1G21810, AT1G52410, AT2G28620, AT2G44190, AT3G23670, AT3G60840, AT3G63670, AT5G67270, AT4G14150, AT5G27000). However, we could not detect any differential expression of these proteins in our proteomics dataset. This is not unexpected, as it has been reported that protein and transcript abundances only rarely correlate in data analysis [48]. However, it has been shown that transcript abundance can still be used to infer protein abundance [49]. Among the selected four candidate proteins (Table 1), we could observe only one event of protein downregulation due to decreased transcript level: the lipid transfer protein (AT2G45180) which is involved in lipid transport in chloroplasts. Lipid transport is crucial in the formation of photosynthetic membranes in plants [50]. As several lipids are important functional components of thylakoidal protein complexes involved in photosynthesis, the impacted lipid transport and lipid synthesis revealed by the GO term analysis may contribute to the observed dysregulation of photosynthesis-related genes. This finding is consistent with Jin *et al*. (2019) [45]. The remaining three candidate genes displayed no changes in transcript levels, but one candidate gene showed upregulation and the other two downregulation at the protein level. The exact function of pentatricopeptide repeat (PPR-like) superfamily protein (AT1G03540.1) is unknown, but the protein was suggested to play a significant role in post-transcriptional modification of tRNAs [51]. The P-glycoprotein 6 (AT2G39480) belongs to the large P-glycoprotein family and is known to play a role in mediating auxin transport, and disturbed auxin transport is known to affect plant growth [52]. Our proteomics data suggested that the auxin transport is affected (AT5G35735, AT3G07390, AT4G12980, AT5G35735) in the *trm5* mutant. This can be inferred to the reduced auxin levels in *attrm5a* as reported by Jin *et al*. (2019) [45]. Ferric reduction oxidase 8 (AT5G50160/AtFRO8) has been shown to participate in iron reduction and was implicated in leaf vein transport [53]. We proposed that disturbed photosynthesis in *trm5* mutant plants is a secondary effect of dysregulated transport processes.

Our findings also show that modified bases at tRNA-Ala at position 37 does not affect tRNA aminoacylation but does affect tRNA-Ala-derived 5’ half steady state abundance. Both tRNA aminoacylation and tRNA-derived halves were shown to effect translational fidelity [40, 54]. In yeast, the introduction of tRNA-derived halves, both 5’ and 3’ fragments, affects tRNA aminoacylation, suggesting that tRNA-derived fragments (tRFs) has a regulatory role in translation [54]. It was also demonstrated that these tRFs regulate tRNA-aminoacylation via interacting with ribosome. The decreased amount of tRNA-Ala 5’ halves may explain the polysome profile changes reported by Jin *et al*. (2019) [45].

The role of post-transcriptional RNA modifications in tRNA and mRNA metabolism and their impact on plant growth and development in plants are only beginning to be elucidated. Here, we have described the AtTRM5-mediated m^1^G and m^1^I methylation in tRNAs and identified crucial links between this modification, photosynthesis, plant growth, and protein translation. It appears likely that the many other tRNA modifications in plant tRNAs also play important roles in translation and/or translational regulation which remain to be discovered.

## Materials and methods

### Plant material and root growth experiments

*Arabidopsis thaliana* (Columbia accession) wild type and mutant plants were grown in Phoenix Biosystems growth under metal halide lights as previously described [55]. For plate experiments, seeds were first surface sterilized, plated on ½ MS medium supplemented with 1% sucrose and sealed as previously described [1, 56]. All plants were grown under either long-day photoperiod conditions of 16 h light and 8 h darkness or short-day photoperiods of 10 h light and 14 h darkness.

Characterization of the mutant alleles, *trm5-1* (SALK_022617) and *trm5-2* (SALK_032376) are as described previously [57]. The *tad1-2* mutant was used as described previously [11]. Nucleotide sequence data for the following genes are available from The *Arabidopsis* Information Resource (TAIR) database under the following accession numbers: TRM5 (At3g56120), At4g27340, At4g04670, and TAD1 (At1g01760).

Analysis of root phenotypes was carried out on 11-day-old seedlings grown on ½ MS agar plates. A flatbed scanner (Epson) was used to non-destructively acquire images of seedling roots grown on the agar surface. Once captured, the images were analysed by software package RootNav [58, 59].

### Plasmid construction and generation of transgenic plants

For the 35SCaMV:TRM5 construct, the full-length genomic region of At3g56120 including the 5’UTR and 3’UTR was amplified from Col-0 genomic DNA template with primers provided in (S1 Table) and cloned into Gateway entry vector pENTRTM/SD/D-TOPO (Invitrogen). The insert was sequenced and then cloned into the binary destination vector pGWB5 by an LR recombination reaction, using the Gateway cloning system following the manufacturers protocol (Invitrogen), resulting in the 35S:TRM5 construct. For the TRM5_Pro_::TRM5 construct, the full-length genomic region of At3g56120 that included the promoter, 5’UTR and 3’UTR was amplified from Col-0 genomic DNA template with primers provided in (S1 Table) and cloned into Gateway entry vector PCR8 TOPO-TA (Invitrogen). The insert was sequenced and then cloned into the a modified (35S promoter removed) destination pMDC32 vector, using the Gateway cloning system [60] following the manufacturers protocol (Invitrogen), resulting in TRM5_Pro_::TRM5. The 35S:TRM5 construct was transformed into *A*. *thaliana* wild type Col-0 plants or *trm5-1* mutant plants by *Agrobacterium*-mediated floral dip method respectively [61]. The TRM5_Pro_::TRM5 construct was transformed into *trm5-2* mutant plants by *Agrobacterium*-mediated floral dip method. Transgenic plants were selected on ½ MS media supplemented with 50 μg ml^-1^ kanamycin. TRM5 transcript abundance was assessed in at least five independent T_1_ plants using qRT-PCR and two lines showing the highest TRM5 transcript levels were carried through to homozygous T_3_ generation for phenotypic analysis.

### Sub-cellular localization of TRM5

For analysis of subcellular localization of TRM5, a 35S:TRM5:GFP construct was produced by PCR amplification of the TRM5 coding sequence from *Arabidopsis* seedling cDNA by using the primers described in the supplementary data (S1 Table). The TRM5 cDNA was recombined cloned into pCR8, sequenced and then recombined in frame into pMDC83 to produce 35S:TRM5:GFP. The 35S:TRM5:GFP construct was introduced into *A*. *tumefaciens* strain GV3101 and transiently expressed in 5-week-old *Nicotiana benthamiana* leaves. Fluorescence was analysed using a confocal laser-scanning microscope (Zeiss microscope, LSM700) and excited with 488-nm line of an argon ion laser. GFP fluorescence was detected via a 505- to 530-nm band-pass filter. The cut leaves were immersed in 10 μM 4ˊ, 6-diamidino-2-phenylindole (DAPI) at room temperature for 45 min, and then washed with PBS for 3 times (5 min each). The blue fluorescence of DAPI was imaged using 404-nm line for excitation and a 435- to 485-nm band pass filter for emission.

### Shoot apical meristem sections

14, 18, or 22-day-old seedlings were fixed for 1 day in FAA containing 50% ethanol, 5% acetic acid and 3.7% formaldehyde. The samples were then dehydrated through an ethanol series of five one-hour steps (50, 60, 70, 85, 95% ethanol) ending in absolute ethanol (100%). The ethanol was gradually replaced with Histoclear containing safranine to stain the tissue, as following: incubated in a Histoclear series (75:25, 50:50, 25:75 Ethanol: Histoclear) for 30 min and followed by twice one-hour incubation in 100% Histoclear. The paraffin was polymerised by baking overnight at 60°C, and the samples were embedded in paraffin. Sections were cut, attached to slides and dried on a slide warmer overnight at 42°C to allow complete fixation. The shoot apical meristem was observed using light microscopy.

### Quantitative real-time PCR (qPCR)

For the transcription profiling of flowering-related genes and circadian clock-related genes, 17-day-old seedlings were sampled from Zeitgeber time (ZT) 1 and collected every 3h during the day and night cycles, respectively. Total RNA was extracted the leaf samples using Trizol reagent (Invitrogen). The relative expression levels of *AtTRM5* were determined using quantitative real-time PCR (qPCR) with gene-specific primers (S1 Table). The qPCR was performed using the StepOnePlus real-time PCR system (Applied Biosystems) using Absolute SYBR Green ROX mix (Applied Biosystems) for quantification. Three biological replicates were carried out for each sample set. The relative expression was corrected using a reference gene *EF1alpha* (At5g60390) and calculated using the 2^–ΔΔCq^ method as described previously [11].

### mRNA-sequencing

Total RNA, 1 ug, was extracted from 20-day-old *Arabidopsis* leaf samples using Trizol reagent (Invitrogen) and purified using the RNAeasy Mini RNA kit (Qiagen). One hundred nanograms of RNA were used for RNA-seq library construction according the manufacturer’s recommendations (Illumina). First-strand cDNA was synthesized using SuperScript II Reverse Transcriptase (Invitrogen). After second strand cDNA synthesis and adaptor ligation, cDNA fragments were enriched, purified and then sequenced on the Illumina Hiseq X Ten. Three biological replicates were used for RNA-seq experiments.

### tRNA purification and tRNA-sequencing

Total RNA was isolated from wild type and *trm5* 10-day-old *Arabidopsis* seedlings using the Spectrum Plant total RNA kit (SIGMA-ALDRICH) and contaminating DNA removed using DNase I (SIGMA-ALDRICH). To enrich for tRNAs, 10μg of total RNA was separated on a 10% polyacrylamide gel, the region containing 65–85 nts was removed and RNA was purified as previously described [56]. Purified tRNAs were used for library construction using NEB Ultradirectional RNA library kit. Given the short sequences of tRNAs, the fragmentation step of the library preparation was omitted, and samples were quickly processed for first-strand cDNA synthesis after the addition of the fragmentation buffer. The remaining steps of library construction were performed as per the manufacturer’s instructions. Illumina sequencing was performed on a MiSeq platform at The Australian Cancer Research Foundation (ACRF) Cancer Genomics Facility, Adelaide.

### Yeast complementation

AtTrm5 (At3g56120) and ScTrm5 (YHR070W) was PCR amplified from cDNA and cloned into pYE19 using a Gibson assembly reaction (NEB). Mutant AtTrm5 (R166D) was generated by synthesising gene blocks (IDT) with nucleotides that mutated the translated proteins at R166 and the gene block was cloned into pYE19 using a Gibson assembly reaction (NEB). Yeast △trm5 (*Mat a*, *hisD1*, *leu2D1*, *met15D0*, *trm5*:*KanMX)* was previously described [62]. Recombinant plasmids were transformed into △*trm5* mutant strain and the resulting strain was analysed for growth phenotypes and m^1^G nucleoside levels.

### AtTrm5, AtTAD1, ScTrm5 protein expression and purification and tRNA methylation

Full length AtTrm5, mutant AtTrm5 (R166D) and AtTAD1 (At1g01760) cDNAs were cloned into pGEX resulting in GST-AtTrm5, GST-AtTRM5-mutant, GST-TAD1, respectively. Mutant AtTAD1 (E76S) was generated by synthesising a gene block (IDT) with mutated nucleotides and the gene block was cloned into pGEX using a Gibson assembly reaction (NEB) resulting in GST-TAD1 mutant. IPTG (0.5 μM) was used to induce expression of the proteins and the recombinant proteins were purified on a GST resin column (ThermoFisher Scientific). tRNA-Asp-GUC or tRNA-Ala-AGC were transcribed in vitro with T7 RNA polymerase (Promega). Methylation reactions were performed in 100 mM Tris-HCl, 5 mM MgCl_2_, 100 mM KCl, 2 mM DTT, 50 mM EDTA, 0.03 mg/mL BSA and 25 μM AdoMet. Substrate tRNA was provided in a final concentration of 1–5 μM, AtTrm5 or AtTrm5 mutant proteins from 6.0 to 12 μM and AtTAD1 or AtTAD1 mutant proteins at 5.0 μM.

### mRNA-seq and tRNA-seq bioinformatics analysis

Global Mapping: Reads were first adapter trimmed using Trim galore v0.4.2 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) with default parameter. The quality of the trimmed reads was checked using Fastqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and ngsReports (https://github.com/UofABioinformaticsHub/ngsReports). Reads were then globally mapped to *Arabidopsis* reference genomes (TAIR10) [63] using STAR v2.5.3 [64]. Mapped reads were counted using featureCounts [65]. The raw read counts were normalized using sample size factor for sequence depth and differential expression analysis between wild type and *trm5-1* mutant samples was performed using DESeq2 v1.18.1 [66]. The tRNA-enriched reads were mapped to tDNA reference acquired from GtRNAdb (generated from tRNA-Scan SE v2.0) of *Arabidopsis thaliana* derived from TAIR10 reference genome [63, 67–69] using segemehl v0.2.0 [68]. The mapped reads were then processed for variant calling using GATK v3.7 [70]. Haplotype Caller in GATK v3.7 was implied to call for variants, with the variant filtered using hard filtering as recommended.

Proportion estimation: SNPs were identified in the wild type and *trm5-1* samples were then compared. SNPs at position 37 were extracted and analysed using vcftools [71]. Changes in base pair modifications were indicated by base substitution due to the property of next generation sequencing as mentioned in [10, 35]. The ratio of the expected A-to-T conversion in wild type samples and both the ratio of A-to-T (indicating no change in comparison to wild type) and A-to-G in *trm5-1* were analyzed as an indication of m^1^I depletion.

### Sanger sequence analysis of tRNA editing

tRNA purification and tRNA editing analysis were performed as described previously [11]. Cytosolic tRNA-Ala (AGC) were amplified by reverse transcriptase (RT)-PCR with specific primers (tRNA-Ala-f and tRNA-Ala-r, S1 Table), and purified PCR products were directly Sanger sequenced.

### TMT-based proteome determination and data analysis

Total protein was extracted from 20-day-old *Arabidopsis* leaf samples and purified according to a method described by [72]. Protein digestion was performed according to FASP procedure described previously [73], and 100 ųg peptide mixture of each sample was labelled using TMT reagent according to the manufacturer’s instructions (Thermo Fisher Scientific). LC-MS/MS analysis was performed on a Q Exactive mass spectrometer (Thermo Fisher Scientific) that was coupled to Easy nLC (Thermo Fisher Scientific). MS data was acquired using a data-dependent top20 method dynamically choosing the most abundant precursor ions from the survey scan (200–1800 m/z) for HCD fragmentation (Shanghai Applied Protein Technology Co., Ltd). Determination of the target value is based on predictive Automatic Gain Control (pAGC). SEQUEST HT search engine configured with Proteome Discoverer 1.4 workflow (Thermo Fisher Scientific) was used for mass spectrometer data analyses. The latest *Arabidopsis* protein databases (2018) was downloaded from http://www.arabidopsis.org/download/index-auto.jsp?dir=/download_files/Proteins and configured with SEQUEST HT for searching the datasets. The following screening criteria was deemed as differentially expression: fold-changes >1.2 or <0.83 (up- or down-regulation) and the Benjamini-Hochberg corrected *p*-value, *P* < 0.05 were considered significant.

### tRNA nucleoside analysis

tRNAs were purified as previously described [56]. Twenty-five μg of tRNAs were digested with P1 nuclease (Sigma- Aldrich) and 1.75 units of calf intestine alkaline phosphatase in 20 mM Hepes–KOH (pH 7.0) at 37°C for 3 h. The mixture was diluted to a concentration of 15 ng/uL and samples were injected into an API 4000 Q-Trap (ThermoFisher Scientific) mass spectrometer coupled with LC-20A HPLC system (Shimadzu). All RNA samples analyzed were from three biological replicates. A diode array UV detector monitored the LC signals from the nucleosides, whereas in counts were recorded in positive mode (190−400 nm). The abundance of each modified nucleoside was represented by its unique ion peak area and normalized to the sum of the four canonical nucleosides (A, C, G and U nucleosides). Since m^1^G, m^2^G and m^7^G have the same Q1 and Q3 mass, they were discriminated by retention time, in the order of m^7^G, m^1^G and m^2^G, respectively. The identity of m^7^G peak was confirmed with external standard (TriLink Biotechnologies) and the identity of m^1^G versus m^2^G was indirectly confirmed by results from yeast *trm5* mutant

### Northern blot for tRNA detection

Total RNA was isolated from the wild type, *trm5-1* and *35S*:*TRM5 trm5-1 Arabidopsis* seedlings by using the TRIZOL Reagent (ThermoFisher Scientific). 20μg of total RNA was on 15% urea-polyacrylamide gel and RNA was transferred to Amersham Hybond-N^+^membrane. After cross-linking, prehybridization was performed for 3 hours at 68°C in 20μl of DIG easy Hyb Granules (Roche). 60 pmol of 3-end Digoxin labelled oligonucleotides was added to hybridization buffer (S1 Table) and hybridize for overnight at 40°C with gentle agitation. The membrane was washed at low-stringency (2X SSC, 0.1% SDS) twice and high-stringency (0.1X SSC, 0.1% SDS) twice. The probe-target hybrid was localised with the anti-DIG-alkaline phosphatase antibody (Roche), and the membrane was put into washing and blocking and detection buffer to visualize using the CDP-Star, ready to use (Roche).

### tRNA aminoacylation assay

Total RNA of wild type, *trm5-1* and *35S*:*TRM5 trm5-1 Arabidopsis* seedlings were isolated and analysed using the tRNA aminoacylation protocol as described in Zhou, Karcher (11), using a specific probe for tRNA-Ala (AGC) (S1 Table).

## Supporting information

S1 Fig Extended phylogenetic analysis of TRM5 orthologues. (**A**) Circos plot of sequence conservation of TRM5 orthologues in yeast (Sc), tomato (Sl), grape (Vv), *Arabidopsis* (At), maize (Zm), rice (Os), *Marchantia* (Mp), *Physcomitrella* (Pp), *Chlamydomonas* (Cr),*Ostreococcus* (Ot), humans (HsTrm5), *Drosophila melanogaster* (DmTrm5), *Pyrococcus horikoshii* (PhTYW2), and *Methanococcus jannaschii* (MjTYW2). The ribbons were coloured based on sequence identity, with blue < = 25%, green 25–50%, orange 51–75% and red for 76–99%. (**B**) Unrooted phylogenetic tree of the same TRM5 orthologues used to for sequence conservation analysis.
(TIF) Click here for additional data file.

S2 Fig Bioinformatics characterization of TRM5 and related proteins. (**A**) Multiple sequence alignment of TRM5 proteins from *Arabidopsis thaliana* (At), yeast (ScTrm5), humans (HsTrm5), *Drosophila melanogaster* (DmTrm5), *Pyrococcus horikoshii* (PhTYW2), and *Methanococcus jannaschii* (MjTYW2). Black shaded boxes are identical across all species. Light shaded boxes are similar and nearly conserved residues. Asterisk indicates catalytic important amino acids. The predicted 29 aa importin α-dependent NLS is boxed in red. (**B**) Multiple sequence alignment of yeast Trm5p, *Arabidopsis* TRM5 (At3g56120) and the two closest related proteins from *Arabidopsis*. Black shaded boxes are conserved in at least 2 sequences. Met 10+ like domain and S-adenosyl Methyltransferase Motif (SAM) are detected in *Arabidopsis* TRM5 using NCBI Conserved Domains Search (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi). The position of importin α-dependent NLS is also indicated.
(TIF) Click here for additional data file.

S3 Fig Characterisation of growth and development in wild type, trm5 mutant, complemented and overexpression lines. (**A**) Seeds (n = 100) of wild type and *trm5-1* were sown on ½ MS plates, stratified at 4 ^o^C and then grown at 21 ^o^C under long day conditions for 32 hours. Germination was measured at 8, 16, 24 and 32 hours after shifting to 21 ^o^C. (**B**) Sections of the shoot apical meristems of wild type and *trm5-1* plants grown under long days for 14, 18 and 22 days. (**C**) The average fresh plant weight of long day grown plants. (**D**) The average rosette leaf number at flowering; (**E**) The average days to flowering under long days. (**F**) The rosette leaf number under short days. Data presented are means. Error bars are ± SE (n = 16). NF = did not flower. An asterisk indicates a statistical difference (*P*<0.05) as determined by Student’s t-test.
(TIF) Click here for additional data file.

S4 Fig Root phenotypic analysis of seedlings. Seedlings of wild type, *trm5*, complemented lines (35S:TRM5 *trm5-1*), TRM5 overexpression lines (35S:TRM5) were vertically grown on ½ MS medium for 10 days and then measured. (**A**) Total root length, (**B**) Primary root, (PR) length, (**C**) average lateral root (LR) length and (**D**) LR number were measured 10 days after germination. Data presented are means. Error bars are ± SE (n = 10 plants).
(TIF) Click here for additional data file.

S5 Fig RNA-seq and proteomic analysis of wild type and trm5-1. (**A**) RNA was purified from 10-day-old seedlings of wild type (wt) and *trm5-1* (n = 3). RNA-seq analysis was performed and differentially abundant transcripts were hierarchically clustered. (**B**) An upset plot showing positive overlapping mRNAs and proteins identified by RNA-seq and proteomics analysis. (**C**) Codon bias analysis of codons in the up and down regulated proteins identified by proteomics analysis.
(TIF) Click here for additional data file.

S1 Table Oligonucleotide primers used in this study. (DOCX) Click here for additional data file.

S2 Table Differentially expressed genes identified by RNA-seq analysis of wild type and *trm5-1*. (XLSX) Click here for additional data file.

S3 Table Differentially abundant proteins identified by LC-MS/MS analysis of wild type and *trm5-1*. (XLSX) Click here for additional data file.

## References

[1] BurgessA, DavidR, SearleIR. Deciphering the epitranscriptome: A green perspective. Journal of integrative plant biology. 2016;58(10):822–35. 10.1111/jipb.12483 27172004PMC5094531

[2] EdelheitS, SchwartzS, MumbachMR, WurtzelO, SorekR. Transcriptome-wide mapping of 5-methylcytidine RNA modifications in bacteria, archaea, and yeast reveals m5C within archaeal mRNAs. PLoS Genetics. 2013;9(6):e1003602 10.1371/journal.pgen.1003602 23825970PMC3694839

[3] JackmanJE, AlfonzoJD. Transfer RNA modifications: nature's combinatorial chemistry playground. Wiley interdisciplinary reviews RNA. 2013;4(1):35–48. 10.1002/wrna.1144 23139145PMC3680101

[4] MachnickaMA, MilanowskaK, Osman OglouO, PurtaE, KurkowskaM, OlchowikA, et al MODOMICS: a database of RNA modification pathways—2013 update. Nucleic Acids Research. 2013;41(Database issue):D262–7. 10.1093/nar/gks1007 23118484PMC3531130

[5] MotorinY, LykoF, HelmM. 5-methylcytosine in RNA: detection, enzymatic formation and biological functions. Nucleic Acids Research. 2010;38(5):1415–30. 10.1093/nar/gkp1117 20007150PMC2836557

[6] DominissiniD, Moshitch-MoshkovitzS, SchwartzS, Salmon-DivonM, UngarL, OsenbergS, et al Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. Nature. 2012;485(7397):201–6. 10.1038/nature11112 22575960

[7] DominissiniD, NachtergaeleS, Moshitch-MoshkovitzS, PeerE, KolN, Ben-HaimMS, et al The dynamic N(1)-methyladenosine methylome in eukaryotic messenger RNA. Nature. 2016;530(7591):441–6. 10.1038/nature16998 26863196PMC4842015

[8] MeyerKD, SaletoreY, ZumboP, ElementoO, MasonCE, JaffreySR. Comprehensive analysis of mRNA methylation reveals enrichment in 3' UTRs and near stop codons. Cell. 2012;149(7):1635–46. 10.1016/j.cell.2012.05.003 22608085PMC3383396

[9] SchwartzS, AgarwalaSD, MumbachMR, JovanovicM, MertinsP, ShishkinA, et al High-resolution mapping reveals a conserved, widespread, dynamic mRNA methylation program in yeast meiosis. Cell. 2013;155(6):1409–21. 10.1016/j.cell.2013.10.047 24269006PMC3956118

[10] PowellCA, KopajtichR, D'SouzaAR, RorbachJ, KremerLS, HusainRA, et al TRMT5 Mutations Cause a Defect in Post-transcriptional Modification of Mitochondrial tRNA Associated with Multiple Respiratory-Chain Deficiencies. American Journal of Human Genetics. 2015;97(2):319–28. 10.1016/j.ajhg.2015.06.011 26189817PMC4573257

[11] ZhouW, KarcherD, BockR. Importance of adenosine-to-inosine editing adjacent to the anticodon in an Arabidopsis alanine tRNA under environmental stress. Nucleic Acids Research. 2013;41(5):3362–72. 10.1093/nar/gkt013 23355609PMC3597679

[12] AlfonzoJD, BlancV, EstévezAM, RubioMA, SimpsonL. C to U editing of the anticodon of imported mitochondrial tRNA(Trp) allows decoding of the UGA stop codon in Leishmania tarentolae. The EMBO Journal. 1999;18(24):7056–62. 10.1093/emboj/18.24.7056 10601027PMC1171768

[13] AgrisPF, VendeixFAP, GrahamWD. tRNA's wobble decoding of the genome: 40 years of modification. Journal of Molecular Biology. 2007;366(1):1–13. 10.1016/j.jmb.2006.11.046 17187822

[14] AllnérO, NilssonL. Nucleotide modifications and tRNA anticodon-mRNA codon interactions on the ribosome. RNA (New York). 2011;17(12):2177–88. 10.1261/rna.029231.111 22028366PMC3222130

[15] NasvallSJ, ChenP, BjorkGR. The modified wobble nucleoside uridine-5-oxyacetic acid in tRNAPro(cmo5UGG) promotes reading of all four proline codons in vivo. RNA (New York). 2004;10(10):1662–73. 10.1261/rna.7106404 15383682PMC1370651

[16] AströmSU, ByströmAS. Rit1, a tRNA backbone-modifying enzyme that mediates initiator and elongator tRNA discrimination. Cell. 1994;79(3):535–46. 10.1016/0092-8674(94)90262-3 7954819

[17] PhizickyEM, AlfonzoJD. Do all modifications benefit all tRNAs? FEBS Letters. 2010;584(2):265–71. 10.1016/j.febslet.2009.11.049 19931536PMC2794898

[18] GerberA, GrosjeanH, MelcherT, KellerW. Tad1p, a yeast tRNA-specific adenosine deaminase, is related to the mammalian pre-mRNA editing enzymes ADAR1 and ADAR2. The EMBO Journal. 1998;17(16):4780–9. 10.1093/emboj/17.16.4780 9707437PMC1170807

[19] GamperHB, MasudaI, Frenkel-MorgensternM, HouY-M. Maintenance of protein synthesis reading frame by EF-P and m(1)G37-tRNA. Nature Communications. 2015;6:7226 10.1038/ncomms8226 26009254PMC4445466

[20] HelmM, AlfonzoJD. Posttranscriptional RNA Modifications: playing metabolic games in a cell's chemical Legoland. Chemistry & Biology. 2014;21(2):174–85. 10.1016/j.chembiol.2013.10.015 24315934PMC3944000

[21] BjörkGR, WikströmPM, ByströmAS. Prevention of translational frameshifting by the modified nucleoside 1-methylguanosine. Science. 1989;244(4907):986–9. 10.1126/science.2471265 2471265

[22] BruléH, ElliottM, RedlakM, ZehnerZE, HolmesWM. Isolation and characterization of the human tRNA-(N1G37) methyltransferase (TRM5) and comparison to the Escherichia coli TrmD protein. Biochemistry. 2004;43(28):9243–55. 10.1021/bi049671q 15248782

[23] LeeC, KramerG, GrahamDE, ApplingDR. Yeast mitochondrial initiator tRNA is methylated at guanosine 37 by the Trm5-encoded tRNA (guanine-N1-)-methyltransferase. The Journal of Biological Chemistry. 2007;282(38):27744–53. 10.1074/jbc.M704572200 17652090

[24] WangC, JiaQ, ZengJ, ChenR, XieW. Structural insight into the methyltransfer mechanism of the bifunctional Trm5. Science advances. 2017;3(12):e1700195 10.1126/sciadv.1700195 29214216PMC5714064

[25] ChristianT, HouY-M. Distinct determinants of tRNA recognition by the TrmD and Trm5 methyl transferases. Journal of Molecular Biology. 2007;373(3):623–32. 10.1016/j.jmb.2007.08.010 17868690PMC2064070

[26] BjörkGR, JacobssonK, NilssonK, JohanssonMJ, ByströmAS, PerssonOP. A primordial tRNA modification required for the evolution of life? The EMBO Journal. 2001;20(1–2):231–9. 10.1093/emboj/20.1.231 11226173PMC140193

[27] HoriH. Transfer RNA methyltransferases with a SpoU-TrmD (SPOUT) fold and their modified nucleosides in tRNA. Biomolecules. 2017;7(1). Epub 2017/03/08. 10.3390/biom7010023 28264529PMC5372735

[28] NomaA, KirinoY, IkeuchiY, SuzukiT. Biosynthesis of wybutosine, a hyper-modified nucleoside in eukaryotic phenylalanine tRNA. The EMBO Journal. 2006;25(10):2142–54. 10.1038/sj.emboj.7601105 16642040PMC1462984

[29] JackmanJE, MontangeRK, MalikHS, PhizickyEM. Identification of the yeast gene encoding the tRNA m1G methyltransferase responsible for modification at position 9. RNA (New York). 2003;9(5):574–85. 10.1261/rna.5070303 12702816PMC1370423

[30] GrosjeanH, AuxilienS, ConstantinescoF, SimonC, CordaY, BeckerHF, et al Enzymatic conversion of adenosine to inosine and to N1-methylinosine in transfer RNAs: a review. Biochimie. 1996;78(6):488–501. 10.1016/0300-9084(96)84755-9 8915538

[31] ParisZ, HorákováE, RubioMAT, SampleP, FlemingIMC, ArmocidaS, et al The T. brucei TRM5 methyltransferase plays an essential role in mitochondrial protein synthesis and function. RNA (New York). 2013;19(5):649–58. 10.1261/rna.036665.112 23520175PMC3677280

[32] WangY, PangC, LiX, HuZ, LvZ, ZhengB, et al Identification of tRNA nucleoside modification genes critical for stress response and development in rice and Arabidopsis. BMC Plant Biology. 2017;17(1):261 10.1186/s12870-017-1206-0 29268705PMC5740945

[33] TorresAG, PiñeyroD, FilonavaL, StrackerTH, BatlleE, Ribas de PouplanaL. A-to-I editing on tRNAs: biochemical, biological and evolutionary implications. FEBS Letters. 2014;588(23):4279–86. 10.1016/j.febslet.2014.09.025 25263703

[34] JuhlingF, MorlM, HartmannRK, SprinzlM, StadlerPF, PutzJ. tRNAdb 2009: compilation of tRNA sequences and tRNA genes. Nucleic Acids Res. 2009;37(Database issue):D159–62. Epub 2008/10/30. 10.1093/nar/gkn772 18957446PMC2686557

[35] RyvkinP, LeungYY, SilvermanIM, ChildressM, ValladaresO, DragomirI, et al HAMR: high-throughput annotation of modified ribonucleotides. Rna. 2013;19(12):1684–92. 10.1261/rna.036806.112 24149843PMC3884653

[36] OhiraT, SuzukiT. Retrograde nuclear import of tRNA precursors is required for modified base biogenesis in yeast. Proceedings of the National Academy of Sciences of the United States of America. 2011;108(26):10502–7. 10.1073/pnas.1105645108 21670254PMC3127885

[37] KosugiS, HasebeM, TomitaM, YanagawaH. Systematic identification of cell cycle-dependent yeast nucleocytoplasmic shuttling proteins by prediction of composite motifs. Proceedings of the National Academy of Sciences of the United States of America. 2009;106(25):10171–6. 10.1073/pnas.0900604106 19520826PMC2695404

[38] NegiS, PandeyS, SrinivasanSM, MohammedA, GudaC. LocSigDB: a database of protein localization signals. Database: the Journal of Biological Databases and Curation. 2015;2015(0). 10.1093/database/bav003 25725059PMC4343182

[39] SperschneiderJ, CatanzaritiA-M, DeBoerK, PetreB, GardinerDM, SinghKB, et al LOCALIZER: subcellular localization prediction of both plant and effector proteins in the plant cell. Scientific reports. 2017;7:44598 10.1038/srep44598 28300209PMC5353544

[40] GiegéR, SisslerM, FlorentzC. Universal rules and idiosyncratic features in tRNA identity. Nucleic Acids Res. 1998;26(22):5017–35. 10.1093/nar/26.22.5017 .9801296PMC147952

[41] ChongYE, GuoM, YangXL, KuhleB, NaganumaM, SekineSI, et al Distinct ways of G:U recognition by conserved tRNA binding motifs. Proc Natl Acad Sci U S A. 2018;115(29):7527–32. Epub 2018/07/04. 10.1073/pnas.1807109115 29967150PMC6055181

[42] HagervallTG, TuohyTM, AtkinsJF, BjörkGR. Deficiency of 1-methylguanosine in tRNA from Salmonella typhimurium induces frameshifting by quadruplet translocation. Journal of Molecular Biology. 1993;232(3):756–65. 10.1006/jmbi.1993.1429 7689113

[43] LiJN, BjörkGR. 1-Methylguanosine deficiency of tRNA influences cognate codon interaction and metabolism in Salmonella typhimurium. Journal of Bacteriology. 1995;177(22):6593–600. 10.1128/jb.177.22.6593-6600.1995 7592438PMC177513

[44] Veronique PerretAG, HenriGrosjean, Jean.PierreEbel, CatherineFlorentz & RichardGiege. Relaxation of a transfer RNA specificity by removal of modified nucleotides. Nature. 1990;344:787–9. 10.1038/344787a0 2330033

[45] JinX, LvZ, GaoJ, ZhangR, ZhengT, YinP, et al AtTrm5a catalyses 1-methylguanosine and 1-methylinosine formation on tRNAs and is important for vegetative and reproductive growth in Arabidopsis thaliana. Nucleic acids research. 2019;47(2):883–98. 10.1093/nar/gky1205 30508117PMC6344853

[46] ShaheenHH, HoretskyRL, KimballSR, MurthiA, JeffersonLS, HopperAK. Retrograde nuclear accumulation of cytoplasmic tRNA in rat hepatoma cells in response to amino acid deprivation. Proceedings of the National Academy of Sciences of the United States of America. 2007;104(21):8845–50. 10.1073/pnas.0700765104 17502605PMC1868590

[47] TakanoA, EndoT, YoshihisaT. tRNA actively shuttles between the nucleus and cytosol in yeast. Science. 2005;309(5731):140–2. 10.1126/science.1113346 15905365

[48] LiuY, BeyerA, AebersoldR. On the Dependency of Cellular Protein Levels on mRNA Abundance. Cell. 2016;165(3):535–50. 10.1016/j.cell.2016.03.014 27104977

[49] LiJJ, BickelPJ, BigginMD. System wide analyses have underestimated protein abundances and the importance of transcription in mammals. PeerJ. 2014;2:e270 10.7717/peerj.270 24688849PMC3940484

[50] LaBrantE, BarnesAC, RostonRL. Lipid transport required to make lipids of photosynthetic membranes. Photosynthesis research. 2018:1–16.10.1007/s11120-018-0545-529961189

[51] MannaS. An overview of pentatricopeptide repeat proteins and their applications. Biochimie. 2015;113:93–9. 10.1016/j.biochi.2015.04.004 25882680

[52] GeislerM, MurphyAS. The ABC of auxin transport: the role of p-glycoproteins in plant development. FEBS Letters. 2006;580(4):1094–102. 10.1016/j.febslet.2005.11.054 16359667

[53] WuH, LiL, DuJ, YuanY, ChengX, LingH-Q. Molecular and biochemical characterization of the Fe(III) chelate reductase gene family in Arabidopsis thaliana. Plant & Cell Physiology. 2005;46(9):1505–14. 10.1093/pcp/pci163 16006655

[54] MleczkoAM, CelichowskiP, Bąkowska-ŻywickaK. Transfer RNA-derived fragments target and regulate ribosome-associated aminoacyl-transfer RNA synthetases. Biochimica et Biophysica Acta (BBA)—Gene Regulatory Mechanisms. 2018;1861(7):647–56. doi: 10.1016/j.bbagrm.2018.06.001.29883755

[55] DavidR, BurgessA, ParkerB, LiJ, PulsfordK, SibbrittT, et al Transcriptome-Wide Mapping of RNA 5-Methylcytosine in Arabidopsis mRNAs and Noncoding RNAs. The Plant Cell. 2017;29(3):445–60. 10.1105/tpc.16.00751 28062751PMC5385953

[56] BurgessAL, DavidR, SearleIR. Conservation of tRNA and rRNA 5-methylcytosine in the kingdom Plantae. BMC Plant Biology. 2015;15:199 10.1186/s12870-015-0580-8 26268215PMC4535395

[57] AlonsoJM, StepanovaAN, LeisseTJ, KimCJ, ChenH, ShinnP, et al Genome-wide insertional mutagenesis of Arabidopsis thaliana. Science. 2003;301(5633):653–7. 10.1126/science.1086391 12893945

[58] GuoQ, LoveJ, RocheJ, SongJ, TurnbullMH, JamesonPE. A RootNav analysis of morphological changes in Brassica napus L. roots in response to different nitrogen forms. Plant growth regulation. 2017;83(1):83–92. 10.1007/s10725-017-0285-0

[59] PoundMP, FrenchAP, AtkinsonJA, WellsDM, BennettMJ, PridmoreT. RootNav: navigating images of complex root architectures. Plant Physiology. 2013;162(4):1802–14. 10.1104/pp.113.221531 23766367PMC3729762

[60] CurtisMD, GrossniklausU. A gateway cloning vector set for high-throughput functional analysis of genes in planta. Plant Physiology. 2003;133(2):462–9. 10.1104/pp.103.027979 14555774PMC523872

[61] DavisAM, HallA, MillarAJ, DarrahC, DavisSJ. Protocol: Streamlined sub-protocols for floral-dip transformation and selection of transformants in Arabidopsis thaliana. Plant Methods. 2009;5:3 10.1186/1746-4811-5-3 19250520PMC2660325

[62] UrbonaviciusJ, StahlG, DurandJMB, Ben SalemSN, QianQ, FarabaughPJ, et al Transfer RNA modifications that alter +1 frameshifting in general fail to affect -1 frameshifting. RNA (New York). 2003;9(6):760–8.10.1261/rna.5210803PMC137044212756333

[63] LameschP, BerardiniTZ, LiD, SwarbreckD, WilksC, SasidharanR, et al The Arabidopsis Information Resource (TAIR): improved gene annotation and new tools. Nucleic Acids Research. 2012;40(Database issue):D1202–10. 10.1093/nar/gkr1090 22140109PMC3245047

[64] DobinA, GingerasTR. Mapping RNA‐seq reads with STAR. Current protocols in bioinformatics. 2015;51(1):11.4. 1–.4.9.2633492010.1002/0471250953.bi1114s51PMC4631051

[65] LiaoY, SmythGK, ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30(7):923–30. 10.1093/bioinformatics/btt656 24227677

[66] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology. 2014;15(12):550 10.1186/s13059-014-0550-8 25516281PMC4302049

[67] ChanPP, LoweTM. GtRNAdb 2.0: an expanded database of transfer RNA genes identified in complete and draft genomes. Nucleic Acids Research. 2016;44(D1):D184–9. 10.1093/nar/gkv1309 26673694PMC4702915

[68] HoffmannS, OttoC, KurtzS, SharmaCM, KhaitovichP, VogelJ, et al Fast mapping of short sequences with mismatches, insertions and deletions using index structures. PLoS Computational Biology. 2009;5(9):e1000502 10.1371/journal.pcbi.1000502 19750212PMC2730575

[69] LoweTM, ChanPP. tRNAscan-SE On-line: integrating search and context for analysis of transfer RNA genes. Nucleic Acids Research. 2016;44(W1):W54–7. 10.1093/nar/gkw413 27174935PMC4987944

[70] DePristoMA, BanksE, PoplinR, GarimellaKV, MaguireJR, HartlC, et al A framework for variation discovery and genotyping using next-generation DNA sequencing data. Nature Genetics. 2011;43(5):491–8. 10.1038/ng.806 21478889PMC3083463

[71] DanecekP, AutonA, AbecasisG, AlbersCA, BanksE, DePristoMA, et al The variant call format and VCFtools. Bioinformatics. 2011;27(15):2156–8. 10.1093/bioinformatics/btr330 21653522PMC3137218

[72] LanP, LiW, WenT-N, ShiauJ-Y, WuY-C, LinW, et al iTRAQ protein profile analysis of Arabidopsis roots reveals new aspects critical for iron homeostasis. Plant Physiology. 2011;155(2):821–34. 10.1104/pp.110.169508 21173025PMC3032469

[73] WiśniewskiJR, ZougmanA, NagarajN, MannM. Universal sample preparation method for proteome analysis. Nature Methods. 2009;6(5):359–62. 10.1038/nmeth.1322 19377485

# Supplementary material for: Arabidopsis TRM5 encodes a nuclear-localised bifunctional tRNA guanine and inosine-N1-methyltransferase that is important for growth
**Source:** PLoS One. 2019 Nov 22;14(11):e0225064. doi: 10.1371/journal.pone.0225064
**Supplement:** S1 Table

**Supplementary Table S1.** Oligonucleotide primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

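RNA-seq and tRNA-seq libraries of wild type (Col-0) and *trm5-1* plants were used, with 3 libraries per genotype in each assay, numbered as replicates 2, 3 and 4. The RNA-seq libraries are from leaves of 20-day-old plants according to the methods and the labels, and from 10-day-old seedlings according to the legend of S5 Fig. The tRNA-seq libraries are from 10-day-old seedlings. The labels name the column of the count table that belongs to each RNA-seq library. The genotypes were compared within each assay, and samples were grouped by genotype alone.

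For RNA-seq, the authors trimmed adapters with Trim Galore, mapped reads to TAIR10 with STAR and counted them per gene with featureCounts, whose settings the paper's text does not give. They deposited these counts without normalization, and a second table of normalized values, a signal made by dividing the counts of each library by its size factor. The ratio of the deposited counts to the deposited normalized values is a single number in each library and equals the size factor of DESeq2, so the second table was used only in the alternative with limma. Library totals ran from 14954658 to 26927531 counts. Total counts had a median of 25707387 in wild type and 25256890 in *trm5-1*. The 279 genes of the chloroplast and mitochondrial genomes had 0 counts in all libraries. For tRNA-seq, the authors mapped reads to tRNA genes with segemehl and called variants with GATK, and they deposited the copies of each base in the genotype call of each variable site. Those tables hold no depth. The test of tRNA abundance by family that had been chosen for counts could therefore not be run, and positions were compared by the number of tRNA references with a call. References of a family can share reads, so these are not numbers of independent observations.

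Genes were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization, a quasi-likelihood fit and Benjamini-Hochberg adjustment over 19408 genes. The common biological coefficient of variation was 34.4%. Calls needed an adjusted p under 0.05 and, for the lists of reduced and increased mRNAs, a log2 fold change beyond 2 in size. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are CPM on TMM library sizes, and log2 levels carry a pseudocount of 1. Gene lists were tested with fry and camera of limma 3.58.1. DESeq2 1.42.0 was an alternative. Random lists (10000) were matched on mean expression in 20 bins, correlations across genes had 100000 permutations, and comparisons of 3 libraries against 3 used exact permutation tests in scipy 1.17.1. Genes with 3 or fewer counts in every library of 1 genotype are given only as a lower bound of the fold, against a level of 3 counts. These bounds use mean CPM on library totals without TMM factors, and 3 counts in the smallest library of the genotype near 0. On TMM library sizes they would differ. Genes with 3 or fewer counts in every library of 1 genotype and at least 30 in every library of the other were listed as counted in 1 genotype only. Figures were drawn with matplotlib 3.10.9.

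On simulated counts with 200 of the tested genes changed by a log2 fold change of 3 at a dispersion of 0.1, edgeR and DESeq2 each recovered 200 of 200 genes with 3 and with 2 libraries per group. False calls with 3 and with 2 libraries were 15 and 7 for edgeR and 27 and 14 for DESeq2. All genes and both groups had the same dispersion, so the larger spread within wild type was not simulated. In a simulation of the fit of 1 library as a weighted sum of 2 others, the residuals were 0.278 for a separate library, 0.0322 for a mixture of RNA and 0.0161 for copied reads. Matched lists placed a changed list of 200 genes at percentile 100 and an unchanged list at percentile 52.0.

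The RNA-seq tests, their thresholds, the gene lists, the codon comparison and the alternatives listed next were set before the data were examined. The comparisons of calls at position 37, the fits of 1 library as a weighted sum of 2 others, the rule for genes counted in 1 genotype only, the comparisons with a single wild type library, the fits without replicate 4 in both genotypes and the tRNA calls with each library left out were chosen after seeing the data. The alternatives set in advance were DESeq2, RLE and upper quartile normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a block, limma on log2 of the authors' normalized values, other thresholds on the fold change, each library left out in turn, and other lists and codons for codon usage. Named genes are those the paper names, those of the fixed lists, and the 5 with the smallest adjusted p in each direction among called genes whose genotypes do not overlap. The fixed lists hold 23 clock genes (with lists of 7 dawn and 9 evening genes among them), 18 cell division genes, 19 defence genes, 6 genes of the *FLC* clade, 5 genes of tRNA modification and reference, 3 auxin-related genes, and the clock, flowering, microtubule and Table 1 genes of the paper. All lists were written after S2 Table of the paper had been read, which rests on these libraries, so they are not independent of them.

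Of 33610 gene identifiers in the count table, 28932 matched the annotation of TAIR10.1, which gave gene positions, coding sequences and tRNA genes. Proteins were taken from S3 Table of the paper. S2 Table was used only for the values of named genes, since it is held only in part, with 1983 genes of its first sheet and 1712 of its second. No RNA-seq or tRNA-seq library of another genotype was used. Quantitative RT-PCR, nucleoside measurements, northern blots, proteomics spectra and phenotypes were not analysed here.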

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

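Each result in this part is a signal in genes that the paper does not discuss. The RNA-seq tests of the fixed gene lists and their alternatives set in advance were chosen before the data were examined. The lists were written after S2 Table had been read. The tests of depth, gene length and GC content for the cell division genes were fixed before their results were seen. All other tests in this part were chosen only afterwards. The tests in this part treat the 3 libraries of a genotype as separate, while replicate 4 of each genotype lay close to a weighted sum of replicates 2 and 3.

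14 genes had at least 30 counts in every *trm5-1* library and 3 or fewer in every wild type library, and 1 gene, AT2G05660.1, the opposite. AT3G01345 had no count in wild type. AT4G08093 had 0, 0 and 2 counts in wild type and 116, 152 and 172 in *trm5-1*. The rise of AT4G08093 was at least 29-fold on library totals without TMM factors. Of the 15 genes, 12 are annotated as protein coding, and they lie on all 5 chromosomes (3, 1, 4, 1 and 6 genes on chromosomes 1 to 5). Linkage to the insertion in *TRM5* would place most of them near that gene, but 2 of the 15 lie within 5 Mb of it. Lower depth of the wild type libraries is argued against as well, since the lowest wild type total is 0.555 times the highest *trm5-1* total, where depth alone would need 0.1 to bring 30 counts to 3. Of the 10 splits of the 6 libraries into 3 against 3, 1 gave as many such genes, the split by genotype itself, and a share under 0.1 is not possible with 10 splits. A difference between the seed stocks of the 2 genotypes elsewhere in the genome, a strain variant against the reference and an effect of the genotype stay open and were not tested.

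Of 19 defence genes, 12 were higher in *trm5-1* with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (16 adjusted over the list alone, which is not independent evidence because the list was written after the paper's S2 Table had been read). All 19 had a log2 fold change above 0, with a median of 2.99. *PR1* (AT2G14610) had 75, 34 and 72 counts in wild type and 3284, 5147 and 4607 in *trm5-1*, a log2 fold change of 5.84 (adjusted p = 0.0144 from that edgeR test, 1.97e-24 to 0.544 over the alternatives). *FMO1* (AT1G19250) had 2, 2 and 7 counts in wild type and 121, 1042 and 584 in *trm5-1*. With the same limit, the list as a set gave p = 9.99e-04 with fry, 3.53e-15 with camera and 0.0291 with camera and an estimated correlation. The call thus holds under fry and under an estimated correlation. Under an estimated correlation it was lost with limma (0.0687), without *trm5-1* replicate 2 (0.0683) or 3 (0.0607) and with the replicate number as a block (0.119), while fry stayed under 0.05 in all of these. The spread between wild type replicates 2 and 3 is argued against as the whole cause. The median log2 difference was 2.22 against wild type replicate 2 alone and 3.49 against replicate 3 alone, where the medians between *trm5-1* libraries differed by at most 0.17. Of the 10 splits of the libraries, 1 gave as many defence genes. With replicate 4 left out of both genotypes, edgeR called 0 defence genes and 12 had an unadjusted p under 0.05, and the list gave p = 0.0392 with fry, 4.53e-22 with camera and 0.0551 with camera and an estimated correlation, so the call of camera then holds under fry alone. A different exposure of the *trm5-1* plants to pathogens or stress, or a difference in harvest between the genotypes, is confounded with the genotype and was not tested, as was an effect of the genotype.

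Of 17 tested cell division genes, 9 were lower in *trm5-1* with an adjusted p under 0.05 in the edgeR test (17 adjusted over the list alone, with the same limit as for defence), and the median log2 fold change was -3.51. *KNOLLE* (AT1G08560) had 64, 1051 and 638 counts in wild type and 49, 34 and 45 in *trm5-1*. With that limit too, the list gave p = 0.0504 with fry, 5.49e-09 with camera and 0.193 with camera and an estimated correlation. The call of camera thus holds under neither of the others. Fry lay near the threshold and its side depended on the setting. It was 0.0495 with RLE, 0.0494 with at least 10 counts, 0.0320 with limma and 0.00240 without wild type replicate 2. With any other library left out it was 0.109 to 0.141, and it was above 0.05 in the remaining settings. Of the 10 splits, 1 gave as many genes. The list also differed within wild type, with a median log2 difference of 2.46 between replicates 3 and 2, and against wild type replicate 2 alone the median of *trm5-1* was -0.55, beyond the largest difference among *trm5-1* libraries (0.42), and -2.85 against replicate 3 alone. These medians are on log2 of CPM plus 1, which shrinks differences at low levels, and edgeR gave a median log2 fold change of -3.01 without wild type replicate 3. The size of the fall in *trm5-1* and the spread between wild type replicates 2 and 3 cannot be told apart with these libraries. The difference within wild type is not explained by the lower depth of replicate 2, since it was 2.51 after replicate 3 had been thinned to the total of replicate 2, nor by gene length bias or GC content bias, since it was 2.44 and 2.48 after these trends were removed. More dividing tissue in wild type replicate 3 may account for it, but no list of markers of such tissue was tested.

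*MAF5* (AT5G65080), a gene of the *FLC* clade of flowering regulators, had 23, 55 and 34 counts in wild type and 345, 475 and 426 in *trm5-1*, a log2 fold change of 3.37 (standard error 0.22, adjusted p = 0.0106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7.30e-34 to 0.544 over the alternatives). The spread between wild type replicates 2 and 3 is argued against, since the log2 difference was 2.73 against replicate 2 alone and 2.60 against replicate 3 alone. Reads shared with the other genes of the clade are argued against as well, since the largest log2 fold change of *MAF2*, *MAF3* and *MAF4* was 0.0925. Of the 6 genes of the clade, *MAF5* alone had an adjusted p under 0.05, and *FLC* (AT5G10140), with 4 to 6 counts per library in wild type and 13 to 15 in *trm5-1*, had a log2 fold change of 1.24 (adjusted p = 0.144 from the same edgeR test). A difference between the seed stocks at this locus and an effect of the genotype stay open and were not tested.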

How the results depend on the processing

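The RNA-seq calls depended on the tool, the filter and single libraries. The numbers of reduced and increased mRNAs, 574 and 334 in edgeR, were 1187 and 579 with DESeq2, 285 and 150 with at least 10 counts in every library, 1135 and 578 at a log2 fold change beyond 1, and 1387 and 835 without a fold threshold. With limma on the authors' normalized values they were 371 and 330, which lowers the share of reduced among called mRNAs from 63.2% to 52.9%. The share fell to 50.3% without wild type replicate 3 (236 reduced and 233 increased), and the excess reversed without *trm5-1* replicate 2 (40 and 128, 23.8%) and without *trm5-1* replicate 3 (9 and 20, 31.0%), but only among these few calls. At an unadjusted p under 0.05 and the same fold, those fits had 1211 lower and 546 higher genes, and 913 and 465. The stricter filter tests 17207 genes, and the cause of the other changes was not tested. Upper quartile normalization moved the median log2 fold change of all genes to -0.12 and gave 633 and 319, and RLE normalization and no filter gave counts within 1.5 times those above. With replicate 4 left out of both genotypes, alternatives chosen after seeing the data, edgeR called 0 and 0 (1721 genes at an unadjusted p under 0.05) and DESeq2 324 and 217, of which 286 and 204 were also called by edgeR on all libraries. Across the 6 fits that each left out 1 library, the counts ran from 0 to 1529 and from 0 to 712, highest without wild type replicate 2, and 0 without replicate 4 of wild type (3934 genes at an unadjusted p under 0.05) or of *trm5-1* (4230). In simulated data edgeR made its calls with 2 libraries per group, but at 1 dispersion for all genes and both groups. The real log2 differences between replicates 2 and 3 had an SD of 1.21 in wild type and 0.593 in *trm5-1*. The simulation therefore does not show what 2 of these libraries per genotype can detect.

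With the replicate number as a block, both counts were 0 (5251 genes at an unadjusted p under 0.05), as were those of microtubule, cell division and defence genes with an adjusted p under 0.05 (7, 12 and 18 at an unadjusted p under 0.05 in the direction of the list), *TRM5* had a log2 fold change of -2.25 and the photosynthesis mRNAs a median of -1.72, both past no threshold, and *FT* changed sign to 0.93. Libraries with the same number did not deviate together (correlations of -0.04, -0.02 and 0.06 for replicates 2, 3 and 4), so they share only a number and the blocked fit is not a paired one.

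The lists moved as follows. Clock genes called lower were 0 in edgeR and 4 with DESeq2, and 0 to 7 with 1 library left out. Without replicate 4 they were 0 in edgeR and 0 in DESeq2 (1 and 4 at an unadjusted p under 0.05). Microtubule genes called lower were 5, and 8 with DESeq2, 2 with at least 10 counts, 3 with limma, 0 to 8 with 1 library left out, and 0 (edgeR, 6 at an unadjusted p under 0.05) or 3 (DESeq2) without replicate 4. Called cell division genes were 9, and 18 with DESeq2, 4 with at least 10 counts, 4 with limma, 0 to 18 with 1 library left out, and 0 (edgeR, 11 at an unadjusted p under 0.05) or 8 (DESeq2) without replicate 4. Called defence genes were 12, 0 to 18 with 1 library left out (5 without *trm5-1* replicate 2) and 0 without replicate 4 in edgeR (12 at an unadjusted p under 0.05), and 10 to 16 in the other alternatives without a block. The 7 clock, 8 microtubule, 18 cell division and 18 defence genes came without wild type replicate 2. *TRM5* ran from -2.42 to -2.03 with 1 library left out, and was -2.24 without replicate 4 in edgeR, no longer past the threshold, and -2.23 in DESeq2, past it (adjusted p = 0.0224). The median of the photosynthesis mRNAs ran from -1.98 to -1.46 and was -1.68 without replicate 4 in edgeR. Of these mRNAs, 10 were called lower, and 18 with DESeq2, 5 with limma, 16 without wild type replicate 2, 1 without wild type replicate 3 and 0 without wild type replicate 4 or any *trm5-1* library (16 to 18 at an unadjusted p under 0.05). Without replicate 4 in both genotypes edgeR called 0 (5 at an unadjusted p under 0.05) and DESeq2 5. The proteins without a reduced mRNA stayed between 105 and 161 over all alternatives, lowest without a fold threshold, and the correlation between mRNA and protein between 0.448 and 0.559.

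The codon share, at percentile 76.9, moved to 97.7 (p = 0.0454, n = 129 genes) against lists not matched on expression, 41.9 against the genes of increased proteins, and 45.7 for all reduced proteins. For the alanine codons alone it was 100, and for the aspartate, histidine and TTA codons 0. The cause was not tested.

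Among single genes with log2 fold changes near 0, *FT* was 2.10 with limma, 1.09 without wild type replicate 2 and 0.0478 without *trm5-1* replicate 3, and ran from -0.80 to 1.09 with 1 library left out. Its counts were 0 in wild type replicate 3 and 327 and 241 in replicates 2 and 4. AT1G03540 was -0.0908 with upper quartile normalization and ran from -0.14 to 0.19 with 1 library left out, *TRM5B* from -0.41 to 0.0496 and *SOC1* from -0.15 to 0.0374. Of the other values of single genes and tRNA calls under an alternative, 491 kept their direction and side of the threshold, 120 lost the threshold and 20 passed it. Leaving out each library changed the difference in references with a call between genotypes from 0 to 1.5 for A37T, from -16 to -3.67 for A37G (-12.2 to -7.67 without tRNA-Ala-(AGC)), from 3.83 to 6.33 for changes at G37 over all families (3.5 to 6 in the 3 families with none in *trm5-1*) and from 1.5 to 3 for G37T. The 0 came without wild type replicate 2. The tRNA tables give no depth, which limits every statement about a base that was not called.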

Differences from the paper's values

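The paper reports 1186 transcripts as reduced and 580 as increased in *trm5-1*, where edgeR gave 574 reduced and 334 increased mRNAs at an adjusted p under 0.05 and a log2 fold change beyond 2 in size. Of the alternatives set before the data were examined, DESeq2 gave 1187 and 579, within 1.5 times the paper's values, and the paper's methods name DESeq2 in an earlier version. A log2 fold change beyond 1 in edgeR gave 1135 and 578, and no fold threshold 1387 and 835. The paper's text describes its threshold as a 2-fold change, at which DESeq2 gave 2413 and 1117. Without wild type replicate 2, edgeR gave 1529 and 712. RLE and upper quartile normalization, no filter, at least 10 counts in every library, limma, the replicate block and the other fits that left out 1 library gave at most 633 reduced and at most 354 increased mRNAs.

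The paper names clock genes as lower in the RNA-seq data. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 22 clock genes passed (6 lower and 1 higher at an unadjusted p under 0.05), 4 were called lower with DESeq2, and 7 without wild type replicate 2. The paper lists 10 microtubule-related genes as lower. AT1G52410 was higher in *trm5-1*, with a log2 fold change of 2.41, and the paper's own value for it in S2 Table is 2.41. Of the other genes, 5 passed in edgeR and 8 with DESeq2, and 8 without wild type replicate 2. The paper reports *CO* as less abundant in *trm5-1* by quantitative RT-PCR at part of its time points. In the RNA-seq libraries, whose time of harvest is not stated, *CO* was higher, with a log2 fold change of 2.88 in edgeR. The paper's value in S2 Table is 2.85.

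Table 1 of the paper gives AT5G50160 as not differentially expressed, where its adjusted p was 0.0450 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.00178 with DESeq2), with a log2 fold change of 0.79, under the 2-fold of the text. Table 1 also gives AT2G45180 as downregulated, which did not pass in edgeR (adjusted p = 0.106) and passed with DESeq2 (0.0151). Table 1 prints its fold change without a sign, and the paper's value in S2 Table is -2.01, against -2.03 in edgeR.

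Fig. 5C of the paper shows an A-to-T substitution at position 37 of tRNA-Ala-(TGC) and tRNA-Ala-(CGC) as the state of wild type. The deposited genotype calls list A37T in 1 of 3 wild type libraries, on 1 of the 2 copies. The paper looked for a loss of m1G as a base called T and did not observe it in its tRNA-seq data. The deposited calls list G37T in 3, 0 and 3 references of wild type replicates 2, 3 and 4 and in 0 of each *trm5-1* library. The two-sided exact permutation test gave p = 0.4, the smallest value it can give for these counts. Wild type replicate 3 equals *trm5-1* on this signal. Any change at G37 was called in 10, 6 and 5 references of wild type and 2, 1 and 2 of *trm5-1* (p = 0.1 in the same exact permutation test, the smallest possible), with those of *trm5-1* all in tRNA-Leu-(TAG). The text of the paper counts 151 reduced proteins, where the legend of Fig. 7 gives 161 and S3 Table lists 161.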

Other observations

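The RNA-seq tests of the fixed gene lists and their alternatives set in advance were chosen before the data were examined. The lists were written after S2 Table had been read. All other tests in this part were chosen after the results had been seen, with 3 exceptions. These were the tests of the depth of wild type replicate 2 for the clock genes, of read depth for the tRNA calls and of the splits for the photosynthesis mRNAs.

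In both genotypes of the RNA-seq data, replicate 4 lay between replicates 2 and 3. A mixture of the RNA of replicates 2 and 3 of the same genotype in replicate 4 may explain it. The residuals of the weighted sum beyond counting noise had a coefficient of variation of 0.0210 in wild type and 0.0253 in *trm5-1*. Of 60 fits of 1 library as a sum of 2 others, 2 had residuals under 0.05 with 2 positive weights, both of them replicate 4 from replicates 2 and 3 of its own genotype, and the lowest residual over 54 fits that mix genotypes was 0.125. Copying of reads of replicates 2 and 3 into replicate 4 is argued against, since the residual variance was 8.28 times (wild type) and 8.16 times (*trm5-1*) that of copied reads. Pooling of plants, RNA or cDNA before sequencing cannot be distinguished from each other with counts alone. If replicate 4 is not an independent sample, the adjusted p-values of all tests on 3 libraries per genotype are too small.

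Wild type replicates 2 and 3 differed in clock genes. The median absolute log2 difference of 22 clock genes was 1.28, at percentile 99.95 among 10000 lists matched on expression. This is what a harvest of wild type replicates 2 and 3 at different times of day would give, and such a difference may underlie part of the spread of clock genes in wild type. It is not specific to the clock, since the cell division genes differed more. Lower depth of wild type replicate 2 is argued against, since the difference was 1.33 after replicate 3 had been thinned to the total of replicate 2. The 7 dawn genes of the list (6 tested) had a median log2 fold change of -0.92 between the genotypes and the 9 evening genes 0.37.

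Of the 10 splits of the 6 RNA-seq libraries into 3 against 3, 1 gave as many reduced mRNAs and 1 as many increased mRNAs as the split by genotype, which is that split itself. The same held for the microtubule genes, with 1 of 10 splits, and for the photosynthesis mRNAs, with 1 of 10. For clock genes all 10 of the 10 splits gave as many calls, since the split by genotype gave 0. The other splits place replicate 4 of a genotype against replicates 2 or 3 that it resembles, which limits what they can show.

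The genes of the 21 reduced proteins of S3 Table whose description names a photosystem, light harvesting, chlorophyll, plastocyanin or the thylakoid had lower mRNA levels in *trm5-1*. Of 19 tested, 10 were lower with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 18 adjusted over the list alone, and the median log2 fold change was -1.74. The paper does not say whether the protein samples and the RNA samples came from the same plants. The calls depended on single libraries, with 0 when wild type replicate 4 or any *trm5-1* library was left out (16 to 18 at an unadjusted p under 0.05). The list gave p = 0.0164 with fry, 9.31e-10 with camera and 0.120 with camera and an estimated correlation. The call of camera thus holds under fry in this fit and not under an estimated correlation. Fry rose above 0.05 without wild type replicate 4 (0.0562), with the replicate number as a block (0.0723) and without replicate 4 of both genotypes (0.167). In the other settings it stayed under 0.05. The median was -0.94 against wild type replicate 2 alone and -2.16 against replicate 3 alone, and *trm5-1* libraries differed by at most 0.48. The median against replicate 2 is beyond that range, but less than the 1.08 by which the wild type replicates differ. The spread between wild type replicates 2 and 3 and an effect of the genotype cannot be told apart for the size of this difference.

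Across 250 genes of the proteins in S3 Table, the log2 fold change of the mRNA and the log2 ratio of the protein had Spearman's rho of 0.514 and Pearson's r of 0.434 (permutation p = 1e-05 for each, the smallest that 100000 permutations give). Genes are not independent replicates, and the proteins were selected by their change. Within the 150 reduced proteins rho was -0.0589 and within the 100 increased proteins 0.100, so the relation rests on the contrast between the 2 groups.

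The RNA-seq libraries also hold counts for flowering genes, of which the paper measured *CO*, *FT* and *LFY* by quantitative RT-PCR over a day and lists primers for *SOC1* and *AP1* in S1 Table. *CO* (AT5G15840) had 19, 9 and 17 counts in wild type and 43, 222 and 157 in *trm5-1*, a log2 fold change of 2.88 (adjusted p = 0.0520 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8.61e-04 with DESeq2 and up to 0.560 over the alternatives), so its call depends on the tool. The direction is opposite to the lower *CO* that the paper reports by quantitative RT-PCR at part of its time points. Its S2 Table gives 2.85 for *CO*. The harvest time of the RNA-seq plants is not stated. *FT* (AT1G65480) had a log2 fold change of -0.21 (adjusted p = 0.931 from that test), *SOC1* of -0.06 (adjusted p = 0.801) and *LFY* (AT5G61850) at most 1 count in each library. *AP1* (AT1G69120) had 1, 72 and 47 counts in wild type and 0 in each *trm5-1* library. It did not pass the filter on low counts. Its mean in *trm5-1* was at least 11-fold lower on library totals without TMM factors. Against wild type replicate 2 alone, with 1 count, no fold can be bounded. *PRR5* had a log2 fold change of -2.29 (adjusted p = 0.0537 from the same test). Among the genes of tRNA modification, *TRM5B* (AT4G27340), *TRM5C* (AT4G04670) and *TAD1* (AT1G01760) had log2 fold changes of -0.24, -0.23 and -0.47 with adjusted p-values of 0.540, 0.407 and 0.286 in the edgeR test, and the reference gene *EF1A* (AT5G60390) -0.23. Of 3 auxin-related genes, AT4G12980 was lower, with a log2 fold change of -2.45 (adjusted p = 0.0354 from the edgeR test), and AT5G35735 and AT3G07390 had 0.69 and 0.13.

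Changes at G37 were called in wild type and not in *trm5-1* for tRNA-Cys-(GCA), tRNA-His-(GTG) and tRNA-Pro-(CGG), and in both genotypes for tRNA-Leu-(TAG). The same references had 31 calls at other positions in *trm5-1* and 28 in wild type, so these tRNAs were read in *trm5-1*. Calls at other positions do not measure the depth at position 37, so a lower depth there in *trm5-1* is not excluded. Loss of m1G37 in *trm5-1* may explain the calls, but over all families with G at position 37 the exact permutation p is 0.1, the smallest that 3 libraries against 3 allow, and it cannot be told apart from chance with these libraries. At other positions, 67 of 201 positions of a family were called in wild type alone and 62 in *trm5-1* alone. A37T was called in 1 wild type library, and lower read depth of these tRNAs in wild type replicates 3 and 4 cannot be told apart from a lack of the change, with 3 calls at other positions in those libraries and no depth.

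In the 26 genes of tRNA-Asp-(GTC) annotated in TAIR10.1, the base at position 37 is A, with the anticodon loop CTGTCAC in 24 of them. In all 10 genes of tRNA-His-(GTG) and all 6 of tRNA-Leu-(TAA), position 37 is G.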
